# KIT ligand protects against both light-induced and genetic photoreceptor degeneration

**DOI:** 10.7554/eLife.51698

**Published:** 2020-04-03

**Authors:** Huirong Li, Lili Lian, Bo Liu, Yu Chen, Jinglei Yang, Shuhui Jian, Jiajia Zhou, Ying Xu, Xiaoyin Ma, Jia Qu, Ling Hou

**Keywords:** endogenous neuroprotection, tyrosine kinase receptor, stem cell factor, retinitis pigmentosa, antioxidative, Mouse

## Abstract

Photoreceptor degeneration is a major cause of blindness and a considerable health burden during aging but effective therapeutic or preventive strategies have not so far become readily available. Here, we show in mouse models that signaling through the tyrosine kinase receptor KIT protects photoreceptor cells against both light-induced and inherited retinal degeneration. Upon light damage, photoreceptor cells upregulate Kit ligand (KITL) and activate KIT signaling, which in turn induces nuclear accumulation of the transcription factor NRF2 and stimulates the expression of the antioxidant gene *Hmox1*. Conversely, a viable *Kit* mutation promotes light-induced photoreceptor damage, which is reversed by experimental expression of *Hmox1*. Furthermore, overexpression of KITL from a viral AAV8 vector prevents photoreceptor cell death and partially restores retinal function after light damage or in genetic model**s** of human retinitis pigmentosa. Hence, application of KITL may provide a novel therapeutic avenue for prevention or treatment of retinal degenerative diseases.

## Introduction

Retinal degeneration due to photoreceptor loss is a major threat to human health as progressive vision loss severely interferes with a person’s daily activities. Such photoreceptor cell loss is common to a number of degenerative eye disorders including cone dystrophy, retinitis pigmentosa (RP) and the highly prevalent age-related macular degeneration (AMD) (Ma et al., 2019; Mitchell et al., 2018; Wright et al., 2010). Each of these disorders is influenced, to various degrees, by mutations in a number of distinct genes. RP, for instance, has been associated with mutations in about 80 genes and can be inherited as an autosomal-dominant, autosomal-recessive, or X-linked trait (Dias et al., 2018). It is characterized initially by degeneration of rod photoreceptors, followed by a loss of cone photoreceptors and of the photoreceptor-trophic retinal pigment epithelium (RPE). Consequently, patients suffer from progressive night blindness, tunnel vision and, rarely, may become totally blind (Dias et al., 2018; Hartong et al., 2006).

Currently, one of the major challenges for the field of retinal degenerative diseases is to provide strategies to prevent or delay the onset of photoreceptor cell loss. Several approaches are currently under investigation to treat vision loss in patients suffering from retinal degenerations, including retinal prostheses implants, stem cell transplants and gene therapy (Gagliardi et al., 2019; Scholl et al., 2016). Although gene therapy has recently been approved for a specific causative mutation (RPE65) (Russell et al., 2017), there are still no broadly applicable and efficacious treatments available to prevent or cure vision loss caused by photoreceptor degeneration. Alternatively, photoreceptor cell death could be prevented by strengthening endogenous prosurvival mechanisms or by directly blocking cell death (Pardue and Allen, 2018; Trifunović et al., 2012). In fact, several neuroprotective factors have been identified based on results obtained with transgenic and conditional knockout animals and pharmacological treatments (Joly et al., 2008; Ueki et al., 2009). They include ciliary neurotrophic factor (CNTF), glial cell–derived neurotrophic factor (GDNF), pigment epithelium-derived factor (PEDF) and rod-derived cone viability factor (RdCVF), all of which might potentially be used to treat photoreceptor degeneration in humans (Aït-Ali et al., 2015; Chen et al., 2019; Del Río et al., 2011; Wen et al., 2012). Their clinical application, however, is hampered by relatively short half-lives, systemic side effects and reduced efficacy, and none are commercially available for clinical use (Pardue and Allen, 2018; Scholl et al., 2016). Therefore, there is a need to identify additional factors that are capable of improving photoreceptor survival and that may have pharmacokinetic properties that differ from those already studied.

Retinal degeneration, regardless of whether it is due to intrinsic genetic or extrinsic environmental conditions, is normally associated with an induction of damaging effector molecules. As a corollary of damage, the eye may respond with the induction of damage-limiting, endogenous neuroprotective factors such as the ones mentioned above (Goldman, 2014; Pearson and Ali, 2018). This fact prompted us to search for additional neuroprotective factors after experimental light damage (LD). It is known that limited light stress activates the FGF2/gp130 signaling pathway (Liu et al., 1998; Ueki et al., 2009) and that prolonged exposure to light upregulates CNTF and FGF2, although usually at levels too low to protect against retinal degeneration (LaVail et al., 1998; Wen et al., 1998). That LD is a valid strategy to identify novel retinoprotective factors is underscored by the role excessive light may play in worsening genetically influenced retinal degenerations such as AMD (Organisciak and Vaughan, 2010; Suzuki et al., 2012).

To discover novel retinoprotective factors, we applied an RNA-seq analysis to mouse neural retinas after prolonged LD. This approach confirmed the induction of a number of genes previously found to be altered during LD (Hadziahmetovic et al., 2012; Rattner and Nathans, 2005; Rutar et al., 2015) and identified a number of novel genes not previously recognized in this context. One of them is *Kit ligand* (*Kitl*) whose protein product, KITL (also known as stem cell factor, SCF, or mast cell growth factor, MGF), stimulates an important signaling pathway by interacting with its receptor, KIT (also known as the proto-oncogene c-KIT) and promotes cell survival, migration and proliferation (Hou and Pavan, 2008; Lennartsson and Rönnstrand, 2012; Li and Hou, 2018). KIT is a multi-domain transmembrane tyrosine kinase expressed in a variety of cell types including melanocytes, germ cells and cells of the hematopoietic lineage, and is required for their normal development and function (Blume-Jensen et al., 2000; Comazzetto et al., 2019; Hou et al., 2000; Yuzawa et al., 2007). Interaction of KIT with its ligand leads to receptor dimerization and autophosphorylation which in turn activates the MAPK pathway, phosphatidylinositol 3’-kinase (PI3K), JAK/STAT and SRC family members (Hou and Pavan, 2008; Lennartsson and Rönnstrand, 2012). In mice, loss-of-function mutations in *Kit* cause severe anemia, pigmentation abnormalities, sterility, mast cell deficits, spatial learning memory deficits and defects in peripheral nerve regeneration (Gore et al., 2008; Motro et al., 1996; Wen et al., 2010; Zsebo et al., 1990). Nevertheless, although KIT has been found to be expressed in retinal progenitor cells (Koso et al., 2007; Zou et al., 2019), its functional role in the adult retina is still unknown.

Here, we find that mice homozygous for the *Kit^Wps^* mutation (Guo et al., 2010) show an exacerbated photoreceptor degeneration and that overexpression of KITL can prevent photoreceptor cell death in light-damaged mice. Furthermore, we show that KIT signaling stimulates the expression of *Hmox1* in an NRF2-dependent manner and that experimental expression of *Hmox1* in *Kit^Wps^* homozygotes prevents light-induced photoreceptor degeneration. Furthermore, we show that overexpression of KITL prevents photoreceptor cell death and partially rescues the retinal dysfunction in mouse genetic models of retinitis pigmentosa. Hence, our findings suggest a mechanism by which KITL/KIT signaling contributes to protection of photoreceptor cells from degeneration and which may potentially lead to novel therapeutic strategies in retinal degenerative disorders.

## Results

### Light damage upregulates endogenous KITL in photoreceptor cells

Previous results have shown that light stress induces endogenous factors in the eye that are capable of protecting photoreceptor cells (Liu et al., 1998; Ueki et al., 2009). Hence, we used LD in light sensitive BALB/c albino mice to search for such inducible factors. Retinal damage is usually accompanied by reactive gliosis, characterized by the accumulation of filamentous proteins such as glial fibrillary acidic protein (GFAP) and formation of a glial scar (Dyer and Cepko, 2000). As shown in Figure 1—figure supplement 1, after 1 day of continuous exposure (15,000 Lux), BALB/c neural retinas showed no obvious signs of retinal degeneration, but increased expression of GFAP. After three days of continuous exposure, however, there was significant retinal degeneration (Figure 1—figure supplement 1A to C). Therefore, we used the 1-day exposure to identify novel protective genes (Figure 1A) and longer exposures to test for effects on late-stage damage. 

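Expression was measured by RNA-seq in 10 neural retina samples from 2-month-old BALB/c mice, an albino inbred strain without the pigment that shields the retina from light. For 5 samples the mice were kept in the dark for 12 hr and then exposed to 15000 lux for 1 day (LD). The other 5 samples are from mice under normal light (NL), for which the sample labels give 200 lux. The labels number the NL retinas 1, 4, 5, 7 and 8 and the LD retinas 1, 4, 6, 7 and 8. According to the paper, RNA was extracted with TRIzol and sequenced as paired reads of 150 bases on a HiSeq 4000, while the sample labels name a NovaSeq instrument, and a sequencing company normalized the data. The aligner, the program that counted reads on genes, the annotation and the test of differential expression are not named in the paper's text.
The authors deposited FPKM values (fragments per kilobase of gene, scaled to the library size) for 54532 genes, with the position and length of each gene on the GRCm38 genome. Of these genes, 36402 had a value above 0 in at least 1 retina. Multiplied by gene length, all values of a retina were whole multiples of 1 step, the worth of 1 read, so the number of reads behind each value was recovered. This gave 21343389 to 26832535 reads per NL retina, with a median of 22053437, and 18965090 to 23378090 reads per LD retina, with a median of 21375137. For a gene of 1 kb, 1 read was worth 0.0388 to 0.0493 FPKM. The library size in the FPKM was the sum of the reads times a factor of 0.951 to 0.968 in the NL retinas and 1.041 to 1.069 in the LD retinas. After these factors, the median ratio of a retina's values to the geometric mean over retinas was the same in all 10.
Between the reads of a pair of retinas of the same group, the chi-square per gene was 12.2 to 43.4 for 17 of the 20 pairs. It was 2.65 to 3.65 for NL-5 and NL-7, for LD-1 and LD-7, and for LD-4 and LD-6, closer than the other pairs but above the 1 that sampling noise alone would give. A pair of retinas or libraries of 1 mouse would also be above 1 if they vary beyond counting, so these values do not show that the 10 samples are independent. The 10 retinas were kept as separate samples as they are labelled, and n = 5 per group and the exact p-values rest on this. In the legend of Figure 1B, the paper likewise describes 5 biological replicates per group. Averaging these pairs, which leaves 4 NL and 3 LD samples and a smallest exact p of 0.0286, was an alternative chosen after the values were seen. The first principal component of the log2 values held 37.4% of the variance and separated the NL from the LD retinas.
The groups were compared with limma on log2(FPKM + 0.1), for the 24508 genes with at least 0.1 FPKM in at least 5 retinas, and p-values were adjusted over these genes by the Benjamini-Hochberg method. A fold change on this scale understates the change of genes with low FPKM.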

Whole neural retinas were subjected to RNA-seq analysis. The RNA-seq data showed a large number of genes whose expression was significantly changed (*p* adjust value <0.01 and fold change >2) in the LD-treated neural retinas compared with the non-treated ones (Figure 1A). These genes included known light-inducible ones such as *Gfap, Edn2, Fgf2, Ccl3* and *Ccl12* (Figure 1B) and hence supported the validity of this approach (Hadziahmetovic et al., 2012; Rattner and Nathans, 2005; Rutar et al., 2015). 

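At an adjusted p under 0.01 in limma and a fold change above 2, 1595 of the 24508 genes tested differed between the LD and the NL retinas. Of these, 1013 genes were higher and 582 genes were lower after LD, so that 63.5% were higher. Protein-coding genes made up 1160 of the 1595 genes, and 493 of the 1595 changed more than 4-fold. In 1234 genes the mean reached 1 FPKM in at least 1 group. The 5 LD values did not overlap the 5 NL values in 1546 of the 1595 genes and in 22.4% of all genes tested, where chance gives 0.794%. With only the adjusted p under 0.05 and no minimum for the fold change, the alternative that moved the number most, 6818 genes differed, 3543 of them higher and 3275 lower. The paper used the exposure of 1 day to search for protective genes.

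**Figure D1:**
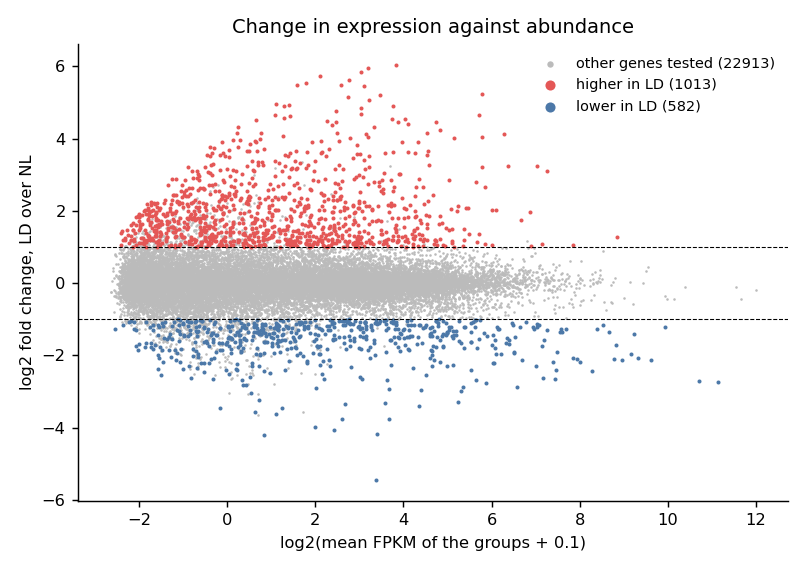
log2 fold change of LD over NL (vertical axis) against log2 of the mean FPKM of the groups plus 0.1 (horizontal axis) for the 24508 genes tested; dashed lines mark a fold change of 2. The 1013 genes higher after LD and the 582 lower genes are coloured.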

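Positions are on GRCm38. *Gfap*, on chromosome 11 from 102887336 to 102900912, encodes an intermediate filament of reactive glia. Its level was 11.4 ± 6.65 FPKM (SD, n = 5 retinas) under NL and 98.7 ± 28.2 FPKM (SD, n = 5) after LD, a log2 fold change of 3.20 (standard error 0.32, adjusted p = 3.90e-05) from limma. In NL-1, *Gfap* was at 23.1 FPKM against at most 10.5 FPKM in the other NL retinas. The gene of endothelin 2, *Edn2*, lies on chromosome 4 from 120161206 to 120167360 and rose from 34.0 ± 23.5 to 272 ± 148 FPKM (SD, n = 5 each), a log2 fold change of 3.09 (standard error 0.48, adjusted p = 8.05e-04). When the closest pairs of retinas were averaged, leaving 4 NL and 3 LD samples, its log2 fold change of 2.86 had an adjusted p of 0.0140 (range over the alternatives 2.17e-04 to 0.0140). *Fgf2* lies on chromosome 3 from 37348346 to 37410108 and overlaps *Nudt6* and *Fgf2os* on the opposite strand, and the paper's text does not say whether the counting used strand. Its level was 3.41 ± 0.857 FPKM under NL and 23.8 ± 11.7 FPKM after LD (SD, n = 5 each), a log2 fold change of 2.66 (standard error 0.31, adjusted p = 1.22e-04).
The chemokine gene *Ccl3*, on chromosome 11 from 83647844 to 83649355, had at most 2 reads in any NL retina and 47 to 108 reads in the LD retinas. Against the level of 3 reads its mean of 4.57 ± 1.30 FPKM (SD, n = 5) after LD was at least 23.7-fold higher, and limma gave an adjusted p of 1.86e-06. On the log2(FPKM + 0.1) scale the difference was 4.56 (standard error 0.29), and with a pseudocount of 1, the alternative that moved it most, it was 2.31. Another chemokine gene, *Ccl12*, lies on chromosome 11 from 82101845 to 82103400, near its paralog *Ccl2*, and had 1 to 4 reads per NL retina and 53 to 456 per LD retina. Its level was 0.198 ± 0.117 FPKM under NL and 16.8 ± 14.0 FPKM after LD (SD, n = 5 each), a log2 fold change of 5.46 (standard error 0.56, adjusted p = 5.34e-05). With limma-voom on the recovered reads it was 5.83 with an adjusted p of 0.0112 (range over the alternatives 1.68e-05 to 0.0112).
For each of the 5 genes every LD retina was above every NL retina (two-sided exact permutation test, p = 0.00794, the smallest that 5 retinas against 5 allow). The paper reasons that the presence of genes already known to be induced by light among the changed genes speaks for the approach.

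**Figure D2:**
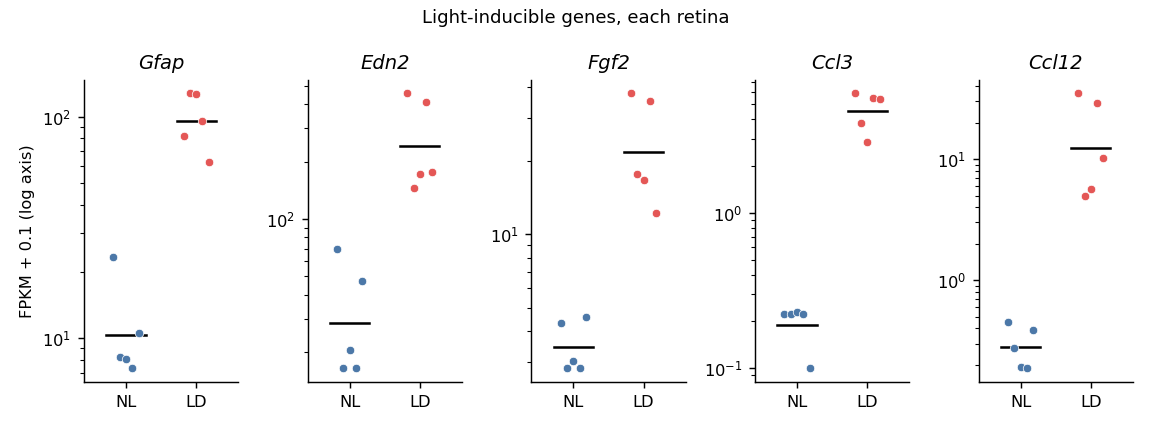
FPKM + 0.1 of *Gfap*, *Edn2*, *Fgf2*, *Ccl3* and *Ccl12* (vertical axes, log scale) in each of the 5 NL and 5 LD retinas; points are retinas and bars are means of the log2 values. In every panel the LD retinas lie above all NL retinas.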

A KEGG (Kyoto Encyclopedia of Genes and Genomes) analysis identified the MAPK pathway among the top 20 altered signaling pathways (Figure 1C), with increased expression, for instance, of the genes encoding LIF, KITL and NGF (Figure 1D). 

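*Lif*, on chromosome 11 from 4257557 to 4272514 (GRCm38), was at 0.324 ± 0.148 FPKM (SD, n = 5 retinas) under NL and at 9.07 ± 0.754 FPKM (SD, n = 5) after LD. Its log2 fold change was 4.50 (standard error 0.21, adjusted p = 1.88e-07) in limma, and 15 to 63 reads per NL retina and 714 to 1006 reads per LD retina stood behind it. *Kitl*, on chromosome 10 from 100015630 to 100100416, was at 2.47 ± 0.308 FPKM under NL and 5.95 ± 1.92 FPKM after LD (SD, n = 5 each), a log2 fold change of 1.18 (standard error 0.21, adjusted p = 0.00165). Read numbers for *Kitl* were 275 to 440 under NL and 523 to 982 after LD. With each retina left out in turn, the log2 fold change of *Kitl* stayed between 1.05 and 1.32 and past the thresholds of 0.01 and 2-fold. It was 0.96 with a pseudocount of 1, under a fold change of 2, and with the 3 closest pairs of retinas averaged its adjusted p was 0.0101 (range over the alternatives 7.51e-04 to 0.0293). In both genes the LD retinas were above all NL retinas (two-sided exact permutation test, p = 0.00794 each, the smallest possible). The KEGG gene sets were not used here, so the ranking of pathways in Figure 1C was not recomputed.

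**Figure D3:**
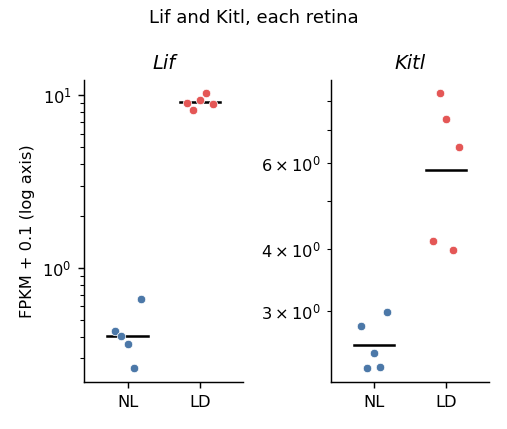
FPKM + 0.1 of *Lif* and *Kitl* (vertical axes, log scale) in each NL and LD retina; points are retinas and bars are means of the log2 values. The axes differ between genes, and the step between the groups is larger for *Lif*.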

RT-PCR confirmed their differential expression identified by the RNA-seq analysis. In particular, *Kitl* expression was significantly increased in the neural retina after LD (Figure 1—figure supplement 1D). Because KIT signaling plays vital roles in a variety of cell types, we focused on this pathway in the retina. Quantitation of western blot bands showed that both mature transmembrane and cleaved soluble forms of KITL (45 and 19 kDa, respectively) were increased (m-KITL, 2.4 ± 0.9 fold; s-KITL, 4.5 ± 1.6 fold; n = 5) (Figure 1E,F). Phosphorylated KIT (indicative of activated KIT), although not total KIT, was also increased (3.14 ± 0.94, n = 5) (Figure 1G,H). Immunostaining showed that upregulation of KITL was predominantly seen in photoreceptor inner segments (Figure 1I). These results suggest that following prolonged light exposure, upregulation of KITL leads to activation of KIT signaling.

**Figure 1.**
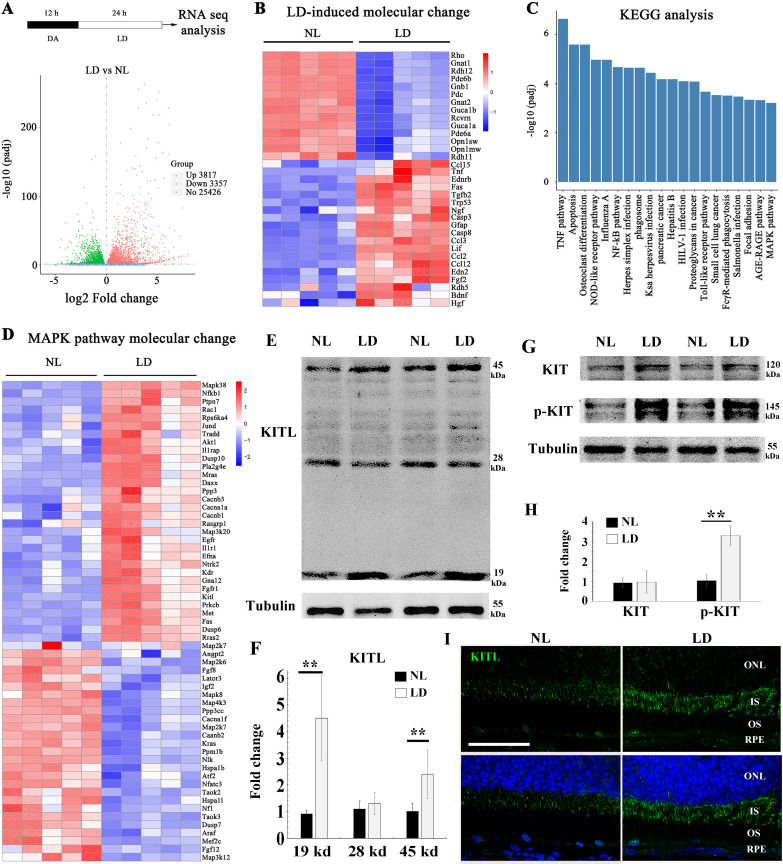
Light damage induces increased expression of KITL and activation of KIT in mouse retina. (**A**) Schematic representation of time frame and analysis of light damage (LD). Two-month-old albino mice were raised in the dark for 12 hr and then exposed to constant white light of 15,000 lux for 1 day to induce retinal damage. The volcano map of transcriptome analysis shows a global view of gene expression. (**B**) Heat map of the selective LD-induced differentially expressed reported genes. The columns for NL (normal light) or LD represent the results from five biological replicates. (**C**) The bar graph of KEGG analysis shows the top 20 differentially activated signaling pathways. (**D**) Heat map shows the differentially expressed genes of the MAPK pathway. (**E**) Western blotting analysis of KITL in retinas after LD. (**F**) Quantification of western blot bands shows the expression levels of the KITL. Note that both the 19 kDa and 45 kDa isoforms of KITL were upregulated by LD. (**G**) Western blot analysis of the tyrosinase kinase receptor KIT (upper panels) and its phosphorylated form (lower panels) in the retinas after LD. (**H**) Quantification of western blot bands show the expression levels of KIT and its phosphorylation levels. Note that p-KIT was upregulated by LD. (**I**) Immunostaining of light-treated retina detected by anti-KITL antibody. Each image is representative of at least five retinas. IS, photoreceptor inner segments; ONL, outer nuclear layer; OS, photoreceptor outer segments. ** indicates p<0.01. Scale bar, 50 μm.

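Of the 33 gene names of the heat map in Figure 1B, 32 were found in the table and all 32 were tested. Each changed in the direction that the figure shows. At the thresholds of the paper, 25 of the 32 genes differed between the LD and NL retinas, and 26 did when p-values were adjusted over the 32 genes alone. The list holds genes that the paper selected from these data, so these numbers describe it and do not test it.
The 14 genes lower after LD are photoreceptor genes, with a median log2 fold change of -2.11. *Gnat1*, the gene of the rod transducin subunit on chromosome 9 from 107674474 to 107679712 (GRCm38), fell from 2874 ± 260.4 to 464 ± 174 FPKM (SD, n = 5 retinas each), a log2 fold change of -2.71 (standard error 0.26, adjusted p = 3.03e-05) in limma. The cone pigment gene *Opn1sw*, on chromosome 6 from 29376671 to 29388468, varied more between LD retinas, from 7.19 to 48.2 FPKM, and had a log2 fold change of -2.86 (standard error 0.51, adjusted p = 0.00194). With the 3 closest pairs of retinas averaged, the adjusted p of *Opn1sw* was 0.0150 (range over the alternatives 1.72e-04 to 0.0269). *Rdh11* changed least, from 14.5 ± 0.374 to 10.4 ± 1.13 FPKM (SD, n = 5 each), which is under 2-fold, although its adjusted p was 4.51e-04.
Among the 18 higher genes tested, *Ccl2* had the largest log2 fold change, 5.85 (standard error 0.44, adjusted p = 6.05e-06). *Tnf* had no read in any NL retina and 5 to 18 reads in the LD retinas, a mean of 0.302 ± 0.146 FPKM (SD, n = 5), which is at least 3.35-fold above the level of 3 reads. *Trp53* changed by less than 2-fold at an adjusted p of 3.12e-05. *Tgfb2* was near the limit, with a log2 fold change of 0.98 without LD-6. Genes with an adjusted p of 0.01 or more include *Bdnf* (0.0497), *Rdh5* (0.0697) and *Hgf* (0.542), whose log2 fold changes of 0.80, 0.60 and 0.17 were not distinguished from the spread between retinas at this threshold. *Rdh5* overlaps *Bloc1s1* on the same strand.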

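The heat map of the MAPK pathway in Figure 1D has 58 gene names, of which 53 were found in the table and 51 passed the filter on low values. All 51 changed in the direction that the figure shows, 28 higher and 23 lower after LD. The paper drew the list from these data, so its numbers describe it and do not test it. The log2 fold changes ranged from -1.44 to 2.51. With both an adjusted p under 0.01 and a fold change above 2, 9 genes differed, both with adjustment over all genes and over the list alone. Without the fold change minimum, 36 genes had an adjusted p under 0.01 and 48 had one under 0.05. Small decreases among these genes depended on the scaling. Leaving out the factor per retina raises the log2 fold changes. *Fgf12*, *Taok2*, *Atf2*, *Nf1*, *Map3k12*, *Nfatc3*, *Mapk8* and *Araf* were then at -0.149 to -0.0129, with an adjusted p of 0.0816 or more in limma.
Higher by more than 2-fold were *Fas*, *Met*, *Dusp6*, *Kitl*, *Rras2* and *Daxx*. *Fas* rose most, from 0.204 ± 0.0646 to 1.66 ± 0.476 FPKM (SD, n = 5 retinas each), a log2 fold change of 2.51 (standard error 0.24, adjusted p = 3.09e-05). *Met*, which encodes a receptor tyrosine kinase and lies on chromosome 6 from 17463800 to 17573980 (GRCm38), rose from 2.15 ± 0.0996 to 6.66 ± 1.71 FPKM (SD, n = 5 each), a log2 fold change of 1.55 (standard error 0.16, adjusted p = 5.74e-05). The phosphatase gene *Dusp6*, on chromosome 10 from 99263231 to 99267489, rose from 2.85 ± 0.514 to 8.52 ± 2.10 FPKM (SD, n = 5 each), a log2 fold change of 1.53 (standard error 0.17, adjusted p = 8.84e-05). With a pseudocount of 1 the log2 fold change of *Rras2* was 0.81, under a fold change of 2.
Lower by more than 2-fold were *Mef2c*, *Ppp3cc* and *Cacna1f*. *Mef2c*, on chromosome 13 from 83504034 to 83667080, had a log2 fold change of -1.44 (standard error 0.21, adjusted p = 5.07e-04). *Ppp3cc* and *Cacna1f*, with log2 fold changes of -1.10 and -1.01, were near the limit. Without the factor per retina, *Ppp3cc* (-0.97) and *Cacna1f* (-0.88) were under 2-fold. *Cacna1f* was also under 2-fold with a pseudocount of 1 (-0.99), with TPM (-0.91) and with quantile normalization (-0.97). The same held with NL-8 (-0.96), LD-4 (-0.90) or LD-6 (-0.93) left out. Over the retinas of shared replicate numbers *Cacna1f* was at -0.94, with or without the number as a block. *Ppp3cc* overlaps an antisense gene whose values also fell. The other 42 genes changed by less than 2-fold.

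**Figure D4:**
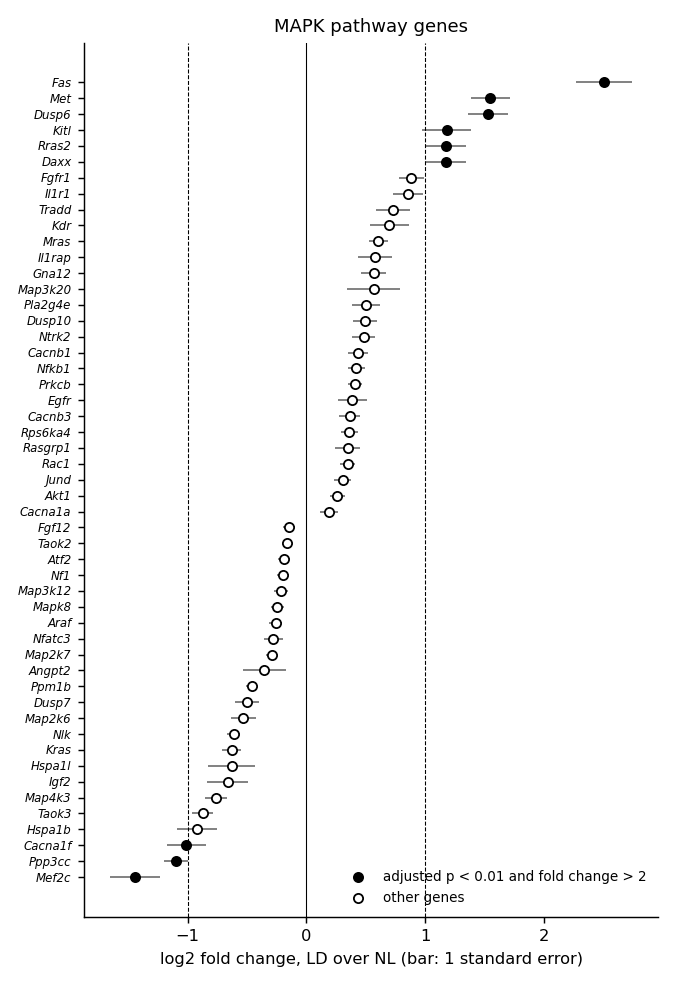
log2 fold change of LD over NL (horizontal axis) of the 51 tested genes of the MAPK heat map, in order; bars are 1 standard error, dashed lines mark a fold change of 2 and filled points are the 9 genes past both thresholds. Genes named higher in the paper's heat map lie right of 0 and genes named lower lie left of it.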

**Figure 1—figure supplement 1.**
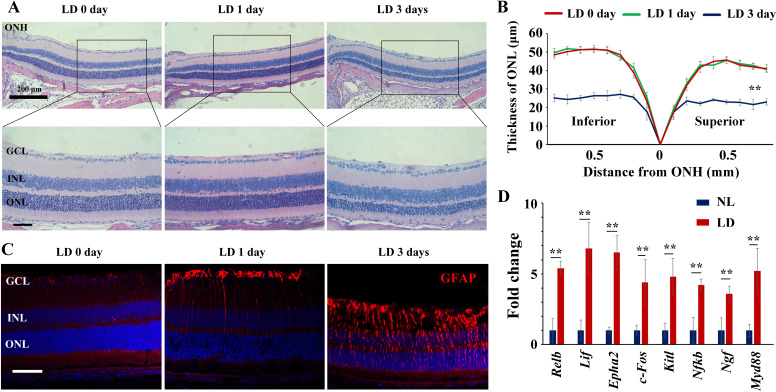
High-intensity light induces retinal damage in albino mice. (**A, B**) Histological images of HE staining from the retinas (**A**) and thickness of the outer nuclear layer (ONL) at various distances from the ONH based on the results of hematoxylin-eosin staining (**B**). Note that the structure was significantly changed in retinas treated with high intensity LD for 3 days instead of 1 day. (**C**) Immunofluorescence images of anti-GFAP antibody in retinas from 2-month-old albino mice kept under the indicated conditions. Note that LD induces increased expression of GFAP in the retinas treated for 1 day or 3 days. (**D**) RT-PCR data show changes in transcript levels of MAPK pathway genes in albino neural retinas in response to LD. GCL, ganglion cell layer; INL, inner nuclear layer; IS, inner segments; ONL, outer nuclear layer; OS, outer segments; PL, photoreceptor cell layer; ONH, optic nerve head. ** indicates p<0.01. Bar: 50 μm. Figure 1—figure supplement 1—source data 1.Source data for the diagram in Figure 1-figure supplement 1B.

**Figure 1—figure supplement 2.**
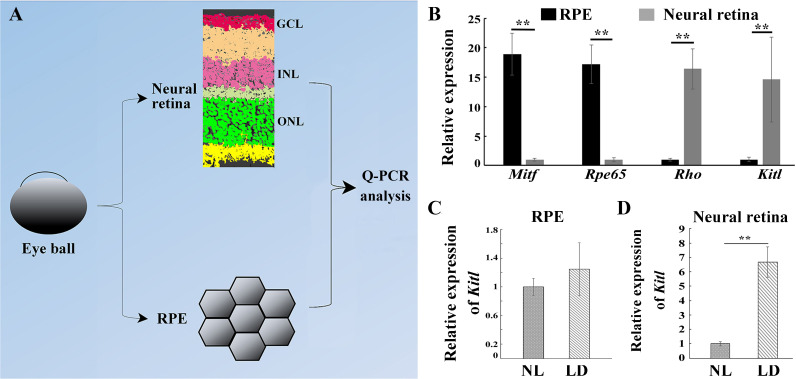
The level of KITL protein is much higher in photoreceptor cells compared to RPE cells. (**A**) Diagram showing separation of the eye ball into RPE and neural retina separately used for examining *Kitl* mRNA. (**B**) Q-PCR data show expression of *Mitf*, *Rpe65*, *Rhodopsin (Rho)* and *Kitl* in RPE and neural retinas from 2-month-old albino mice kept under normal light conditions (NL). (**C, D**) Bar graphs show the relative expression of *Kitl* in RPE (**C**) and neural retinas (**D**) from 2-month-old albino mice kept under NL or high intensity (15,000 lux) light (LD) conditions for 1 day. GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer; WB, western blotting. ** indicates p<0.01.

**Figure 1—figure supplement 3.**
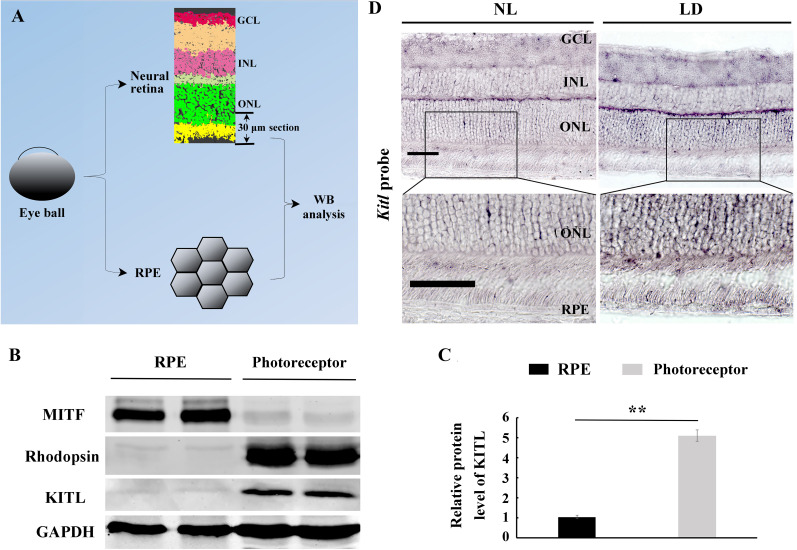
LD induces *Kitl* expression in photoreceptor cells. (**A**) Diagram showing separation of the eye ball into RPE and neural retina and the portion of the retina and RPE separately used for examining KITL protein. (**B**) Western blots showing the expression of MITF, Rhodopsin and KITL in the RPE and photoreceptor cells from 2-month-old C57BL/6J mice kept under normal light condition. (**C**) The bar graph shows the relative protein level of KITL in the photoreceptor cells and RPE cells based on the results of western blots. (**D**) Representative images of in situ hybridization using a *Kitl* probe show Kitl expression in the RPE and photoreceptor cells under the indicated conditions. GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer. ** indicates p<0.01. Bar: 50 μm.

The above immunostaining data showed that KITL expression was hardly detectable in RPE cells under normal or even LD condition (Figure 1I). Nevertheless, given that the retinal pigment epithelium (RPE) secrets neurotrophic factors to support photoreceptor cells, we examined in more detail whether the RPE might contribute to KITL expression under normal or LD conditions. To this end, we separately isolated the RPE and neural retina as shown in Figure 1—figure supplement 2A. Quantitative PCR data showed higher *Kitl* expression in the neural retina (14.6 ± 7.2 fold, n = 3) compared to RPE (Figure 1—figure supplement 2B). Furthermore, upon LD, *Kitl* was upregulated in neural retinas (6.7 ± 1.2 fold compared to normal light condition, n = 3) but hardly in RPE (1.24 ± 0.36 fold compared to normal light condition, n = 3) (Figure 1—figure supplement 2C,D). To test for protein expression, we further dissected the neural retina to yield photoreceptor tissue as schematically shown in Figure 1—figure supplement 3A. Western blot data showed that under normal light conditions, the level of KITL protein was 5.11 ± 0.29 fold higher in the photoreceptor tissue compared to RPE (based on three independent samples) (Figure 1—figure supplement 3B,C). These results were supported by in situ hybridization (ISH), showing that light stress significantly increased the *Kitl* signal in photoreceptor cells but not in RPE cells (Figure 1—figure supplement 3D). Hence, the data suggest that photoreceptor cells rather than RPE cells are the major source of increased *Kitl* expression following light stress.

### The *Kit^Wps^* mutation does not cause detectable changes in retinal function and structure but disrupts KIT activation in the retina

To determine whether upregulation of KIT signaling has any functional relevance during excessive light exposure, we used mice harboring a mutant *Kit* allele on a C57BL/6J background, *Kit^Wps^*. This allele encodes a KIT protein with an Asp-to-Asn (D-to-N) mutation at residue 60 in the extracellular domain that reduces, but does not completely eliminate, KIT signaling. Consequently, *Kit^Wps^* homozygotes are viable, although they are totally white and infertile (Guo et al., 2010). Nevertheless, *Kit^Wps^* homozygotes have no detectable changes in fundus, such as blood vessels and the pigmentation, similar to other point mutations in *Kit* (Aoki et al., 2009; Figure 2A). Moreover, the amplitudes of the a- and b-waves under scotopic or photopic conditions are not significantly different between *Kit^+/+^* and *Kit^Wps/Wps^* mice (Figure 2B,C), and *Kit^Wps/Wps^* retinas appear structurally intact (Figure 2D). Also, the numbers of cell nuclei in the ganglion cell layer (GCL), inner nuclear layer (INL) and outer nuclear layer (ONL) were similar to those in *Kit^+/+^* retinas (Figure 2E) and immunoreactivities for markers for bipolar cells (OTX2), ‘On’ bipolar cells (PKCα), rod photoreceptor cells (Rhodopsin) and cone photoreceptor cells (Opsin) were as in *Kit^+/+^* retinas (Figure 2F). Likewise, there was also no significant difference in the number of bipolar cells and cone photoreceptor cells (Figure 2F,G). These data show that under normal conditions, the *Kit^Wps^* mutation does not cause detectable changes in retinal function, histology, or structure.

**Figure 2.**
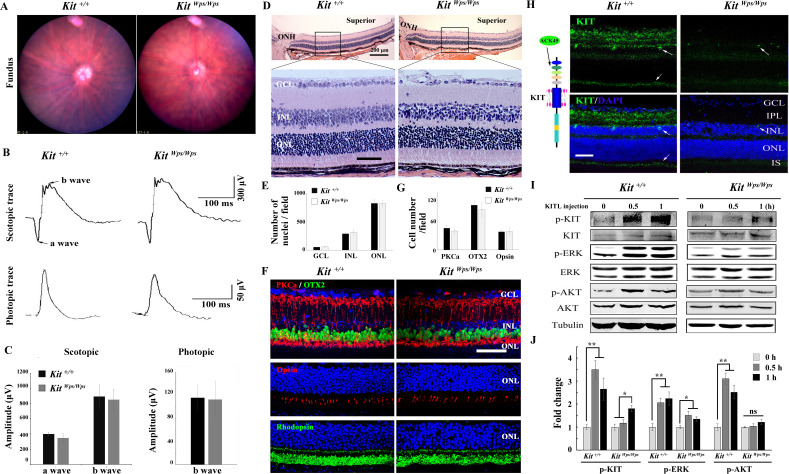
No changes in retinal cell distribution and structure, but disruption of Kit activation in *Kit^Wps^*^/*Wps*^ retina. (**A**) Fundus images of 2-month-old *Kit^+/+^* and *Kit^Wps/Wps^* mice. (**B**) ERG traces of *Kit^+/+^* (left panels) and *Kit^Wps/Wps^* (right panels) retinas under scotopic (upper panels) and photopic conditions (lower panels). (**C**) Quantification of ERG amplitudes under scotopic and photopic conditions. (**D, E**) Histological images of H and E staining from 2-month-old *Kit^+/+^* and *Kit^Wps/Wps^* retinas (**D**) and quantification showing the mean number of nuclei localized at GCL, INL, and ONL over the length of 0.35 mm between 300 μm to 700 μm from the optic nerve head in dorsal retina of *Kit^+/+^* and *Kit^Wps/Wps^* mice (n = 5) (**E**). Representative histological sections are from superior retinas 0.3 mm from the optic nerve head. (**F**) Immunohistochemistry for OTX2, PKCα, Opsin and Rhodopsin in 2-month-old *Kit^+/+^* and *Kit^Wps/Wps^* retinas. (**G**) Quantification of OTX2+, PKCα+ and Opsin+ cells in the indicated retinas. Each image is representative for at least five retinas. The analyzed sectional numbers are from at least 30 sections from at least five retinas. (**H**) Schematic representation of KIT protein structure and the location recognized by the ACK45 antibody (left panels) and immunostaining images of ACK45 antibody in 3-month-old *Kit^+/+^* and *Kit^Wps/Wps^* retinas (right panels). (**I**) Western blots show phosphorylation of KIT, ERK and AKT in *Kit^+/+^* and *Kit^Wps/Wps^* retinas after the injection of KITL (5.6 nM) at the indicated time points. (**J**) Quantification of western blot bands shows the phosphorylation levels of KIT, ERK and AKT. GCL, ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; IS, photoreceptor inner segments; ONL, outer nuclear layer; OS, photoreceptor outer segments. Arrows in panels H indicate KIT-positive signal. * or ** indicates p<0.05 or p<0.01. Scale bar, 50 μm. Figure 2—source data 1.Source data for the graphs in Figure 2C.

**Figure 2—figure supplement 1.**
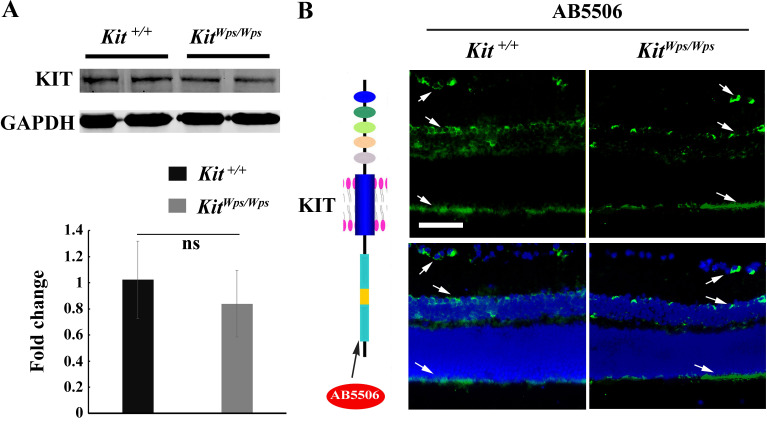
The *Kit^Wps^* mutation does not affect KIT expression. (**A**) Western blots showing expression of KIT in *Kit^+/+^* and *Kit^Wps/Wps^* retinas (upper panels) using antibodies reacting with the KIT C terminus (AB5506) and bar graph showing no apparent difference of KIT expression between wildtype and mutant retinas (lower panels). (**B**) Schematic representation of KIT protein structure and the location recognized by the AB5506 antibody (left panels) and immunostaining images of AB5506 antibody in 3-month-old *Kit^+/+^* and *Kit^Wps/Wps^* retinas (right panels). GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer. Arrows in panels B indicate the positive signal for KIT. Bar: 50 μm.

**Figure 2—figure supplement 2.**
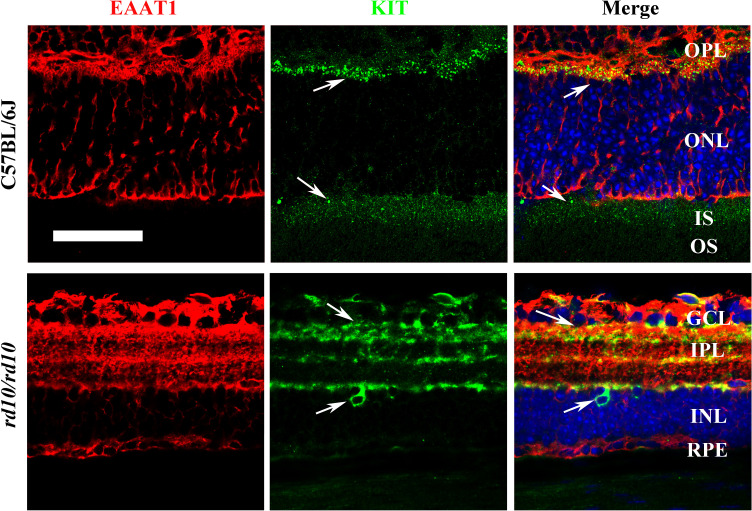
KIT is expressed in photoreceptor cells. Representative double immunostaining images of EAAT1 and KIT in the retinas from C57BL/6J (upper panels) and *rd10/rd10* mice (lower panels) at 2 months of age. Allows indicate the positive signal for KIT. GCL, ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; OPL, outer plexiform layer; ONL, outer nuclear layer; IS, inner segment; OS, outer segment. Bar: 50 μm. The white arrows indicate positive KIT staining.

We next assessed whether the mutation would interfere with KIT signaling in the retina. As shown in Figure 2—figure supplement 1, western blots and immunostaining using the AB5506 antibody (recognizing the intracellular kinase domain of KIT) did not detect differences in KIT expression levels between *Kit^+/+^* and *Kit^Wps^* homozygous retinas. However, immunostaining using the ACK45 antibody (recognizing the extracellular immunoglobulin domain of wild type, although not *Wps/Wps* KIT protein) showed a significantly decreased immunoreactivity in the photoreceptor layer, the inner plexiform layer and the ganglion cell layer of *Kit^Wps/Wps^* retinas (Figure 2H). It is unlikely that the KIT immunoreactivity in the photoreceptor layer stems from interdigitating apical microvilli of Müller glial cells as double immunostaining with ACK45 and an antibody against the Müller glia-specific EAAT1 protein in 2-month-old C57BL/6J mice did not show any overlapping signals. Furthermore, the KIT signal was drastically reduced in mice homozygous for a retinal degeneration allele (*rd10/rd10*) which almost totally lack photoreceptor cells but not Müller glia cells (Figure 2—figure supplement 2).

As the *Wps* mutation lies in the first immunoglobulin domain of KIT, which is required for the interaction with KITL, it was likely that it would impair KIT activation by KITL not only in extraocular cells but also in the retina. Indeed, upon intravitreal injection of KITL, phosphorylation of KIT and its downstream targets ERK and AKT were prominent in *Kit^+/+^* but not in *Kit^Wps/Wps^* retinas (Figure 2I,J). These results indicate that the mutation substantially reduced activation of KIT by KITL in the neural retina.

### Disruption of KIT signaling aggravates retinal dysfunction and exacerbates retinal degeneration after LD

The above results prompted us to use the above *Kit^Wps/Wps^* mice on a C57BL/6J background to gain insights into the role of KIT signaling specifically during LD of the retina. Even though C57BL/6J mice express the Leu450-Met variant of RPE65 and show reduced susceptibility to LD (Wenzel et al., 2001), they have been used as a suitable model of light-induce retinal damage (LIRD) because their susceptibility to LD is similar to that of humans (Ding et al., 2017). Thus, we first dark-adapted *Kit^+/+^* and *Kit^Wps/Wps^* mice and examined them by electroretinography (ERG). Subsequently, the mice were light-exposed (15,000 lux) for 8 days, with pupils dilated by a mydriatic agent once a day, and then re-examined by ERG (Figure 3A). As shown in Figure 3B and C, under scotopic conditions (rod response), the a- and b-wave amplitudes were similar in *Kit^+/+^* and *Kit^Wps/Wps^* mice under normal light (426 ± 58μV and 837 ± 1314μV, respectively, in *Kit^+/+^*, n = 8; and 439 ± 83μV and 863 ± 114μV, respectively, in *Kit^Wps/Wps^* mice, n = 8). After LD, the a- and b-wave amplitudes declined in *Kit^+/+^* to 294 ± 37μV and 521 ± 27μV, respectively (n = 8) and in *Kit^Wps/Wps^* mice to 188 ± 80μV and 365 ± 63μV, respectively (n = 8). These data indicate that the rod-driven circuit was damaged more severely in *Kit^Wps/Wps^* retinas compared to *Kit^+/+^* retinas. Similarly, under photopic conditions (cone response) (Figure 3B,D), the b-wave ERG responses were weakened in *Kit^Wps/Wps^* mice more severely (from 89.4 ± 15μV to 40 ± 10μV, n = 8) than those in *Kit^+/+^* mice (from 95 ± 13μV to 61 ± 9μV, n = 8), indicating that the cone-driven circuit was also damaged more severely in *Kit^Wps/Wps^* retinas. These results suggest that normal KIT signaling helps to protect against retinal damage following LD.

**Figure 3.**
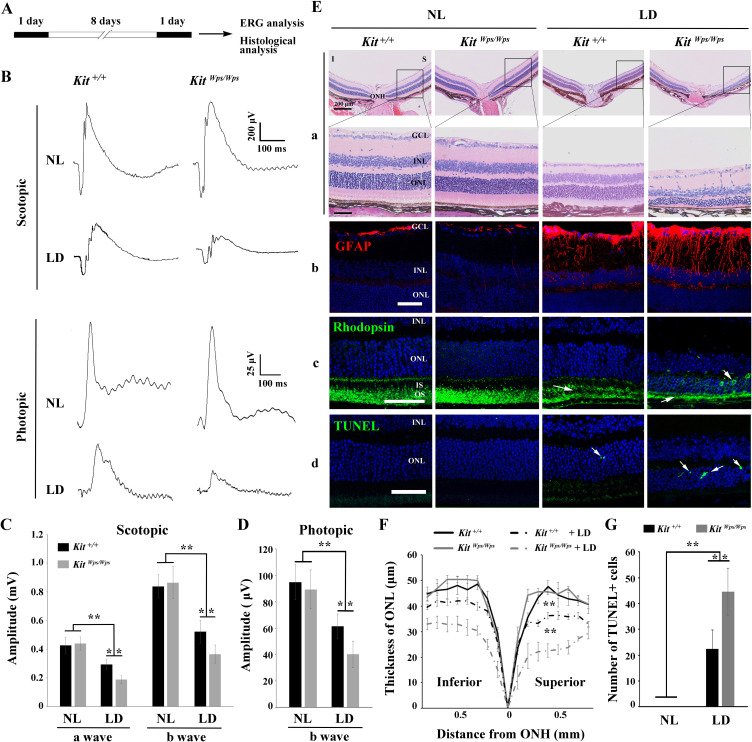
*Kit^Wps^* mutation significantly damages retinal function and accelerates retinal degeneration during LD. (**A**) Schematic representation of LD treatment of mice for B-G. Three-month-old *Kit^+/+^* and *Kit^Wps/Wps^* mice were raised in the dark for one day, and then exposed to constant high intensity light of 15,000 lux for 8 days with mydriasis treatment to induce retinal damage. Retinal functions were subsequently assessed by electroretinography (ERG) after one day dark adaptation. (**B**) ERG traces of *Kit^+/+^* (left panels) and *Kit^Wps/Wps^* (right panels) retinas before and after LD treatment under scotopic (upper panels) and photopic conditions (lower panels). Note that both scotopic and photopic responses of the *Kit^Wps/Wps^* retinas were similar to those of *Kit^+/+^* retinas with normal light (NL). Usually, the scotopic ERG result is shown as step-wise figure. (**C and D**) Quantification of ERG amplitudes under scotopic (**C**) and photopic conditions (**D**). Note that both scotopic and photopic responses of *Kit^Wps/Wps^* retinas were impaired more severely than those in *Kit^+/+^* retinas. Each trace is the average of individual records from at least five mice. (**E**) Retinal degeneration analysis of *Kit^+/+^* and *Kit^Wps/Wps^* mice before and after LD treatment by HE staining (**a**), GFAP staining (**b**), Rhodopsin staining (**c**) and TUNEL detection (**d**). Arrows point to the weakened signal or abnormal translocation signal of the rhodopsin (**c**) and dead cells (**d**). (**F**) The curve diagram shows the thickness of ONL from *Kit^+/+^* and *Kit^Wps/Wps^* retinas under NL or high-intensity LD conditions. (**G**) Quantification of the number of TUNEL-positive cells in the ONL. GCL, ganglion cell layer; I, inferior; INL, inner nuclear layer; IS, photoreceptor inner segments; ONL, outer nuclear layer; S, superior. ** indicates p<0.01. Scale bar, 50 μm. Figure 3—source data 1.Source data for the graphs in Figure 3C, D, G and the diagram in Figure 3F.

Retinal degeneration analysis revealed that along with the reduction of the electrical responses, LD also led to significant morphological changes, reactive gliosis, Rhodopsin translocation and photoreceptor cell death. As shown in Figure 3E, compared to light-damaged *Kit^+/+^* retinas, similarly treated *Kit^Wps/Wps^* retinas showed a severely reduced thickness of the ONL both in superior and inferior regions (Figure 3E, panels a, ***F***). In unstressed *Kit^+/+^* or mutant retinas, GFAP immunoreactivity, indicative of reactive gliosis, was only detected in the ganglion cell layer, while after light stress, Müller glial cells also became positive for GFAP, but much more so in *Kit^Wps/Wps^* compared to *Kit^+/+^* mice (Figure 3E, panels b). Likewise, Rhodopsin immunoreactivity was not only more severely reduced in light-damaged *Kit^Wps/Wps^* compared to *Kit^+/+^* retinas but also showed abnormal presence in the ONL (Figure 3E, arrows in panels c). These results were consistent with TUNEL assays to evaluate cell death. As shown in Figure 3E (panels D) and 3G, although dead cells were present in the ONL of *Kit^+/+^* retinas (22 ± 7 per section, n = 10), their number was much higher in *Kit^Wps/Wps^* retinas (44 ± 9, n = 10). Hence, these data show that after excessive light exposure, the photoreceptor cells of *Kit^Wps/Wps^* mice are not only structurally but also functionally impaired to a greater extent than those of *Kit^+/+^* mice. The findings indicate that the *Kit^Wps^* mutation accelerates photoreceptor degeneration during LD.

### KITL prevents photoreceptor cell death-associated with LD

As the above results indicated a role for KIT signaling in light-induced photoreceptor degeneration, we asked whether KITL may play a protective role in LD. Hence, we overexpressed KITL by intraocular injection of an engineered AAV virus. We first tested in which retinal areas an AAV8-CMV-GFP vector (Figure 4—figure supplement 1A) is expressed by scanning fluorescent ophthalmoscopy and by optical coherence tomography. Fourteen days after virus infection, fundus photographs showed that GFP was found in nearly the entire retina, and cross-sections showed strong GFP signals in photoreceptor cells (Figure 4—figure supplement 1B). We then ectopically expressed KITL using an appropriately engineered viral expression vector, AAV8-CMV-KITL (hereafter called AAV8-KITL, schematically shown in Figure 4A). Two weeks after infection, we isolated the neural retinas and examined them for KITL expression. Western blots showed a significantly increased expression of KITL (3.3 ± 0.46 fold over uninjected control, n = 4) (Figure 4B), and immunostaining showed that overexpression of KITL was almost entirely restricted to photoreceptors in the retinas (Figure 4C). These results indicated that KITL can be successfully overexpressed in photoreceptor cells.

**Figure 4.**
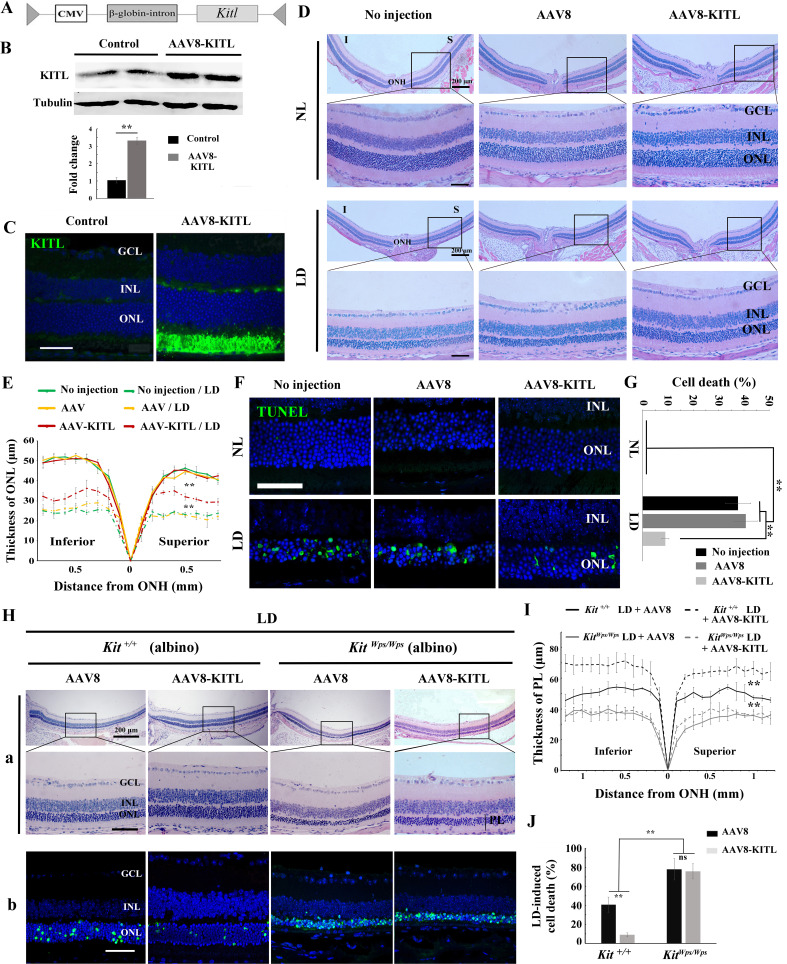
Overexpression of KITL by AAV8-KITL virus prevents light-induced retinal degeneration. (**A**) Schematic representation of the AAV8-KITL construct. (**B**) Western blots (upper panels) show the expression of KITL in the retina 2 weeks after intraocular injection of AAV8-KITL. The bar graph (lower panels) shows the relative expression of KITL based on the results of western blots. (**C**) Immunostaining images show the immunoreactivity of KITL in 3-month-old *Kit^+/+^* retinas 2 weeks after intraocular injection of AAV8-KITL. (**D**) Histological images of H and E staining from 3-month-old albino retinas infected with AAV8 or AAV8-KITL virus for 2 weeks and then kept under NL (upper panels) or high intensity LD (15,000 lux) continuously for 3 days (lower panels). (**E**) The curve diagram shows the thickness of ONL from albino retinas under NL or high-intensity LD conditions. (**F, G**) Images of TUNEL assays from the retinas (**F**) and bar graph show the cell death rate of photoreceptor cells (**G**) under the indicated conditions. (**H**) Retinal degeneration analysis of 3-month-old *Kit^Wps/Wps^* albino retinas infected with AAV8 or AAV8-KITL virus for 2 weeks and then kept under high-intensity LD by HE staining (upper panels) and TUNEL detection (down panels). (**I**) The curve diagram shows the thickness of the photoreceptor cell layer from the indicated retinas. (**J**) Quantification of the rate of cell death in the ONL of the indicated retinas. GCL, ganglion cell layer; INL, inner nuclear layer; ONL outer nuclear layer; ONH, optic nerve head; PL, photoreceptor cell layer. ** indicates p<0.01. Scale bar: 50 μm. Figure 4—source data 1.Source data for the diagrams in Figure 4E, I and the graphs in Figure 4G, J.

**Figure 4—figure supplement 1.**
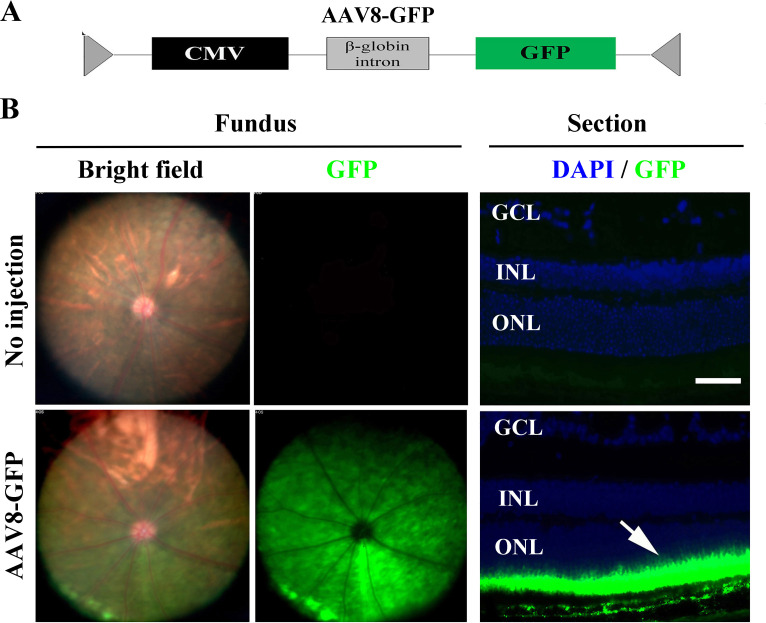
AAV8-GFP virus specifically infects photoreceptor cells throughout the *Kit^Wps^* mutant retina. (**A**) Schematics of the AAV8-*GFP* construct. (**B**) Bright field and GFP fluorescence fundus photographs after AAV8-GFP infection (left panels) and a representative cross-section image of an AAV-GFP–infected retina (right panels). The ONL shows a high degree of infection (green). ONL, outer nuclear layer. Bar: 50 μm.

**Figure 4—figure supplement 2.**
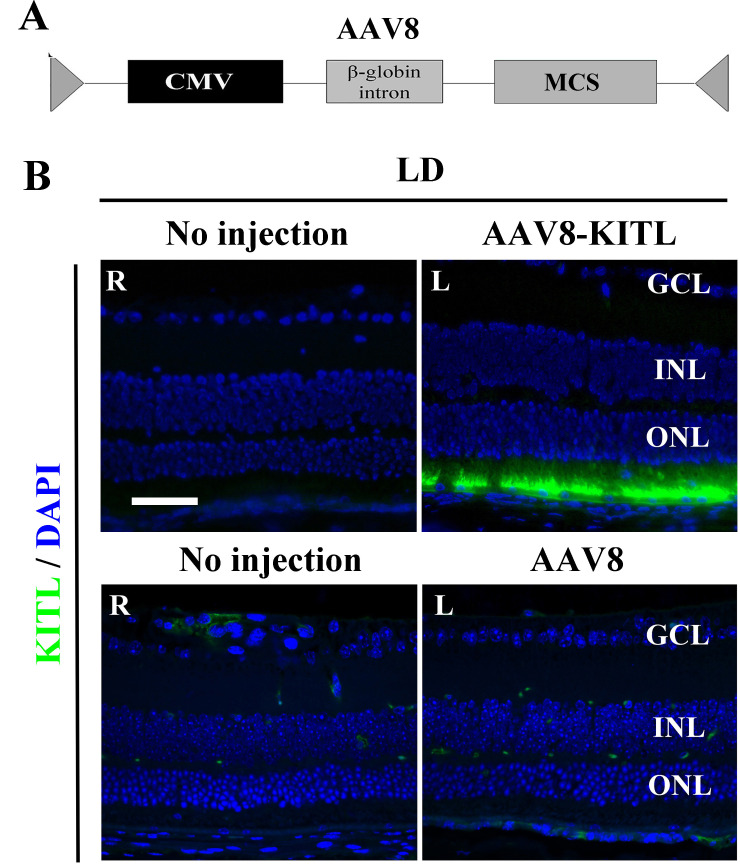
High expression levels of KITL in LD-treated retina infected with AAV8-KITL virus. (**A**) Schematic depiction of the AAV8 construct. (**B**) Immunofluorescence images of anti-KITL in the retinas under the indicated conditions. Right (R) eye and left (L) eye are from the same mouse, whereby (R) has not been injected (both upper and lower panel) while (L) in the upper panel has been injected with AAV8-KITL and (L) in the lower panel has been injected with control AAV8. GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer. Bar: 50 μm.

In order to test whether overexpression of *Kitl* would affect retinal damage after light exposure, we had to avoid the complication that C57BL/6 mice are homozygous for the *Rpe65^L450M^* mutation, which, as mentioned above, leads to increased resistance to LIRD (Wenzel et al., 2001). Hence, for these experiments, we used albino mice, which are *Rpe65* wildtype. Without LD, neither AAV8 (schematically shown in Figure 4—figure supplement 2A) nor AAV8-KITL caused detectable changes of retinal morphology in these mice (Figure 4D,E). After 3 days of LD treatment, retinas infected by AAV8-KITL were thicker than those infected by control AAV8 or left uninfected (Figure 4D,E). Furthermore, TUNEL analysis showed that infection with AAV8 control or AAV8-KITL virus did not cause photoreceptor cell death under normal light conditions, but under LD conditions, photoreceptor cell death was less pronounced when AAV8-KITL was used (9 ± 1.6%, n = 6) compared to when control AAV8 was used (40.8 ± 4.5%, n = 6) or the eyes were left uninfected (37.7 ± 5%, n = 6) (Figure 4F,G). These results suggest that AAV8-KITL prevents light-induced photoreceptor cell death. Immunostaining indeed showed high level KITL expression in photoreceptor cells infected with AAV8-KITL compared to uninfected retinas (Figure 4—figure supplement 2B). Taken together, these data indicate that overexpression of KITL prevents light-induced photoreceptor degeneration in Kit wild type mice.

To investigate whether protection of AAV8-KITL virus indeed depended on KIT, we then used *Kit^Wps/Wps^;Rpe65^+/+^* albino mice, obtained by appropriate crossings of *Kit^Wps^* heterozygotes with BALB/c albino mice and selection of mice homozygous for *Rpe65*^+/+^ by PCR. After 3 days of LD treatment, the retinas in both *Kit^+/+^* albino and *Kit^Wps/Wps^* albino mice showed reduced thickness and near-absence of outer segments, but the effects were more severe in *Kit^Wps/Wps^* albino compared with *Kit^+/+^* albino mice (Figure 4H,I). Importantly, injection of the AAV8-KITL virus prevented light-induced reduction of retinal thickness in *Kit^+/+^* albino mice but not in *Kit^Wps/Wps^* albino mice (Figure 4H,I). Consistent with these results, TUNEL assays showed a cell death rate of 40.6 ± 8.2% in *Kit^+/+^* albino mice and 78 ± 11.4% in *Kit^Wps/Wps^* albino mice (n = 4) after control infection, while infection with AAV8-KITL significantly reduced the death rate of photoreceptor cells to 8.9 ± 2.1% in *Kit^+/+^* albino mice but not in *Kit^Wps/Wps^* albino mice, where it remained high (75.9 ± 8.2%, n = 4) (Figure 4H,J). Collectively, these data suggest that overexpression of KITL can prevent photoreceptor cell death from LD through activation of the receptor KIT.

### Overexpression of KITL in photoreceptor cells prevents light-induced retinal degeneration

Although AAV-KITL drives overexpression of KITL predominantly in photoreceptor cells, a protective effect from expression in other cells, even if minor, cannot be entirely excluded. Hence, to test whether the protective effect of KITL is indeed cell-autonomous in photoreceptor cells, we expressed KITL selectively in RPE or photoreceptor cells, using either the RPE-specific promoter RPE65 (AAV8-RPE65-KITL-T2A-Flag, hereafter named AAV8-RPE65-KITL, schematically shown in Figure 5A) or the photoreceptor cell-specific promoter RHO (AAV8-RHO-KITL, schematically shown in Figure 5B). As shown in Figure 5C and D, at 2 weeks after injection of AAV8-RPE65-KITL, overexpression of KITL was prominent in the RPE (12.1 ± 2.4 fold, n = 4), but its protective effect against LD was very limited (Figure 5E,F). In fact, the death rate of photoreceptor cells was 26.6 ± 5%, n = 8 after infection with AAV8-RPE65-Flag and only slightly reduced to 21.7 ± 2.8%, n = 8 after infection with AAV8-RPE65-KITL (Figure 5—figure supplement 1A-a and B). Hence, overexpression of KITL in RPE does not play a major role in prevention of light-induced photoreceptor degeneration.

**Figure 5.**
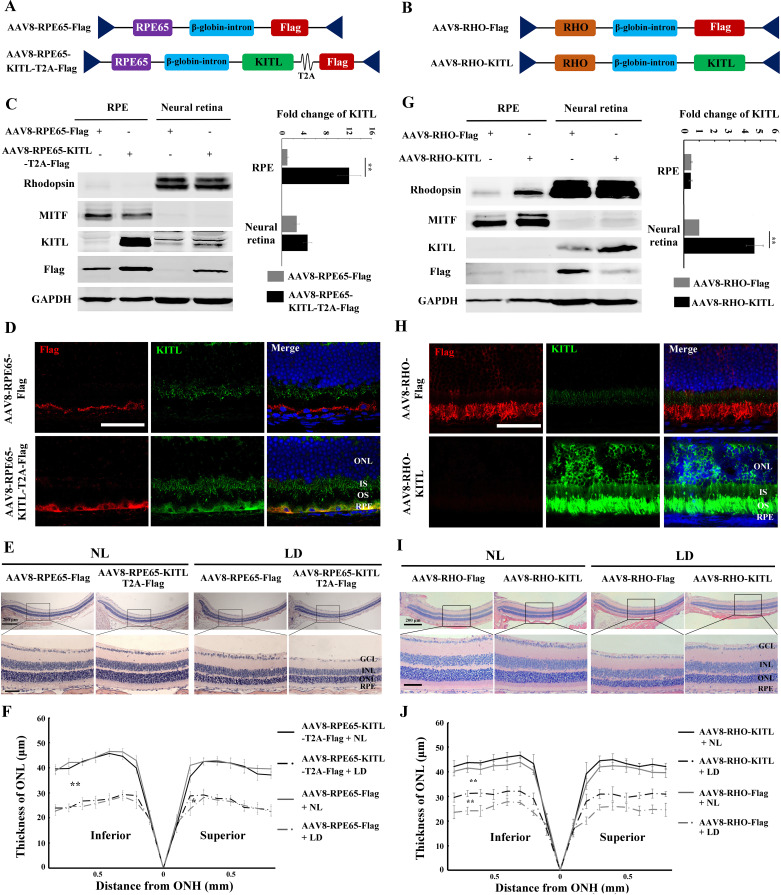
Overexpression of KITL by AAV8-RHO-KITL but not AAV8-RPE65-KITL virus prevents light-induced retinal degeneration. (**A**) Schematic representation of the AAV8-RPE65-Flag and AAV8-RPE65-KITL-T2A-Flag constructs. (**B**) Schematic representation of the AAV8-RHO-Flag and AAV8-RHO-KITL constructs. (**C**) Western blots showing expression of KITL in the RPE and neural retina 2 weeks after intraocular injection of AAV8-RPE65-Flag or AAV8-RPE65-KITL-T2A-Flag (left panels). The bar graph shows the relative expression levels of KITL based on the results of western blots (right panels). (**D**) Immunoreactivity of KITL in retina sections of 2-month-old albino mice 2 weeks after intraocular injection of AAV8-RPE65-KITL-T2A-Flag or control AAV8-RPE65-Flag. (**E**) Histological images of H and E staining of retinas infected with the indicated viruses for 2 weeks and then kept under NL or high-intensity LD (15,000 lux) continuously for 3 days. (**F**) The curve diagram shows the thickness of the ONL from albino retinas under the indicated condition. (**G**) Western blots (left panels) and the bar graph (right panels) show the expression of KITL in the RPE and neural retina at 4 weeks after intraocular injection of AAV8-RHO-Flag or AAV8-RHO-KITL virus. (**H**) Immunoreactivity of KITL in retina sections of 2-month-old albino mice 4 weeks after intraocular injection of the AAV8-RHO-Flag or AAV8-RHO-KITL. (**I, J**) Histological images of H and E staining (**I**) and the curve diagram (**J**) showing retinal degeneration under the indicated conditions. GCL, ganglion cell layer; INL, inner nuclear layer; ONL outer nuclear layer; IS, inner segment; OS, outer segment; ONH, optic nerve head. * or ** indicates p<0.05 or p<0.01. Scale bar: 50 μm. Figure 5—source data 1.Source data for the diagrams in Figure 5E, J.

**Figure 5—figure supplement 1.**
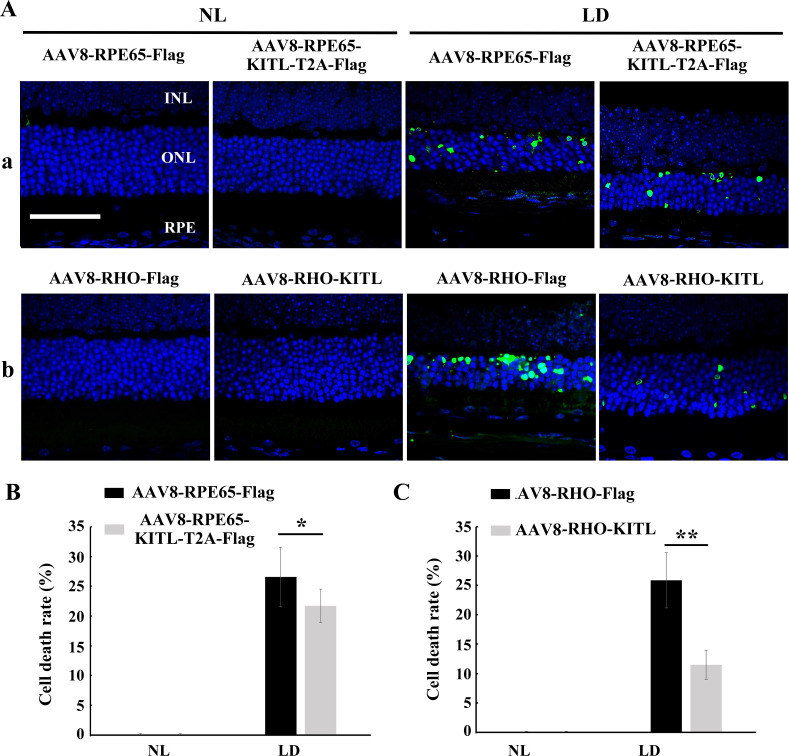
Overexpression of KITL in photoreceptor cells prevents light-induced photoreceptor cell death. (**A**) Representative images of TUNEL assays from 3-month-old albino retinas infected with AAV8-RPE65-Flag, AAV8-RPE65-KITL (panels a), AAV8-RHO-Flag or AAV8-RHO-KITL virus (panels b) and kept under NL (left panels) or high-intensity LD (15,000 lux) continuously for 3 days (right panels). (**B, C**) Quantification of cell death in the ONL of the retinas infected with AAV8-RPE65-Flag, AAV8-RPE65-KITL (**B**), AAV8-RHO-Flag or AAV8-RHO-KITL virus (**C**) kept under the indicated light conditions. INL, inner nuclear layer; ONL, outer nuclear layer. * or ** indicates p<0.05 or p<0.01. Scale bar: 50 μm. Figure 5—figure supplement 1—source data 1.Source data for the graphs in Figure 5-figure supplement 1B, C.

Infection with AAV8-RHO-KITL led to overexpression specifically in photoreceptor cells as shown by WB (increase over control by 4.23 ± 0.68 fold, n = 4) and IF (Figure 5G and H), confirming previous reports (Allocca et al., 2007). In contrast to overexpression in RPE, however, overexpression of KITL in photoreceptor cells reduced the LD-induced decrease of ONL thickness (Figure 5I,J) and prevented photoreceptor cell death (from 25.9 ± 4.7%, n = 8 after infection with AAV8-RHO-Flag to 11.5 ± 2.5%, n = 8 after infection with AAV8-RHO-KITL (Figure 5—figure supplement 1A-b, C). Collectively, these results clearly indicate that overexpression of KITL in photoreceptor cells protects these cells more efficiently than overexpression in RPE cells, underscoring the cell-autonomous effect of KITL.

### KIT signaling regulates *Hmox1* expression in photoreceptor cells

Studies of human disease and animal models of photoreceptor degeneration have shown that photoreceptor loss is often accompanied by oxidative damage, including irreversible oxidation of DNA and other biomolecules (Cuenca et al., 2014). In addition, Kit signaling has been identified to regulate mitochondrial function and energy expenditure in brown adipose tissue and skeletal muscle, suggesting that Kit signaling may play a role in oxidation (Huang et al., 2014). Hence, in order to analyze the mechanism by which LD leads to the demise of photoreceptor cells, we focused on oxidative damage. We first analyzed whether a series of antioxidant and wound healing genes would show expression changes in *Kit^+/+^* retinas following LD (Figure 6A). In fact, after LD, the expression of 17 such genes, including *Axl* and *Hmox1*, was changed in *Kit^+/+^* retinas (Figure 6B). 

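These values are from the NL and LD retinas of the RNA-seq experiment of Figure 1, the only one the paper describes, and Figure 6B likewise has 5 columns for NL and 5 for LD. The paper labels the panel as *Kit+/+* retinas and does not say that they are the BALB/c retinas. That Figure 6B shows the same data is therefore inferred. All 17 genes were found in the table, and 16 were tested. *Il6* had no read in any NL retina and at most 6 reads in an LD retina, too few to pass the filter. The 16 tested genes all changed in the direction shown, with *Aqp1* and *Nme5* lower and the other 14 higher after LD. With an adjusted p under 0.01 in limma and over 2-fold, 8 of the 16 genes differed. If the paper drew this list from the same data, as was taken here, the numbers describe the list and do not test it.
*Hmox1*, on chromosome 8 from 75093621 to 75100589 (GRCm38), rose from 1.67 ± 0.210 FPKM (SD, n = 5 retinas) to 13.9 ± 0.788 FPKM (SD, n = 5), a log2 fold change of 2.99 (standard error 0.08, adjusted p = 7.91e-09). It had 54 to 90 reads per NL retina and 475 to 591 reads per LD retina. The receptor tyrosine kinase gene *Axl*, on chromosome 7 from 25757273 to 25788705, rose from 2.31 ± 0.364 to 13.7 ± 0.654 FPKM (SD, n = 5 each), a log2 fold change of 2.53 (standard error 0.09, adjusted p = 4.19e-08). In NL-1, *Axl* was at 2.95 FPKM against at most 2.27 FPKM in the other NL retinas. For both genes all LD retinas were above all NL retinas (two-sided exact permutation test, p = 0.00794, the smallest possible). With each retina left out in turn, the log2 fold change stayed between 2.94 and 3.05 for *Hmox1* and between 2.50 and 2.62 for *Axl*.
The water channel gene *Aqp1*, on chromosome 6 from 55336432 to 55348555, fell from 52.2 ± 9.23 to 10.7 ± 3.18 FPKM (SD, n = 5 each), a log2 fold change of -2.31 (standard error 0.21, adjusted p = 2.02e-05). *Tlr4* and *Ets1* were higher by 1.41 and 1.64 on the log2 scale, but under 2-fold with a pseudocount of 1 (0.42 and 0.79). With the closest pairs averaged the adjusted p of *Tlr4* was 0.0104 (range over the alternatives 1.41e-04 to 0.0209). *Map3k5*, *Gpx1*, *Prkcd* and *Trp53* had an adjusted p under 0.01 and a fold change under 2. The adjusted p was 0.01 or more for *Nfe2l2* (0.0700), *Xbp1* (0.0431), *Egfr* (0.0354) and *Cflar* (0.175). This depended on the scaling. Without the factor per retina, the adjusted p in limma was 0.00853 for *Nfe2l2*, 0.00492 for *Xbp1*, 0.00987 for *Egfr* and 0.0112 for *Cflar*. Their log2 fold changes were then 0.39, 0.39, 0.51 and 0.25, still under 2-fold. From these genes, the paper goes on to *Hmox1* and its protein product. The gene sets behind Figure 6A were not used here.

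**Figure D5:**
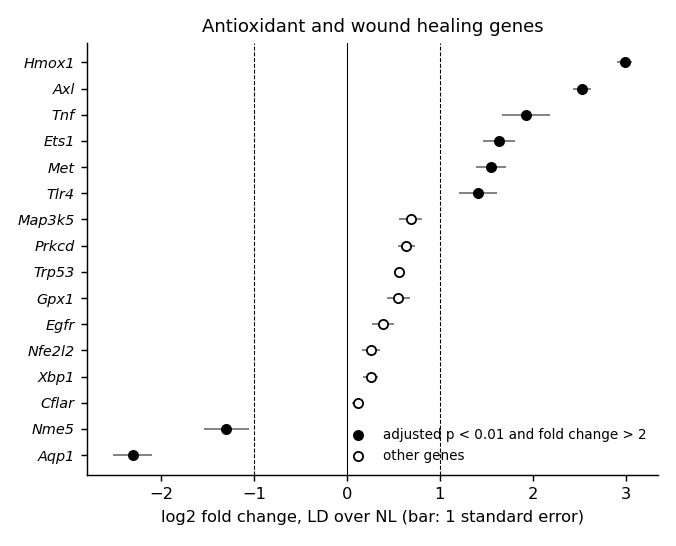
log2 fold change of LD over NL (horizontal axis) of the 16 tested genes of Figure 6B, in order; bars are 1 standard error, dashed lines mark a fold change of 2 and filled points are the 8 genes past both thresholds. *Hmox1* (2.99) and *Axl* (2.53) rose most, and *Aqp1* (-2.31) fell most.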

The protein product of *Hmox1*, HMOX1, catalyzes the degradation of heme into three biologically active end products, biliverdin/bilirubin, CO and ferrous ion (Otterbein et al., 2016). It is known to be induced by oxidative stress in multiple tissues as well as by LD of the retina (Kutty et al., 1995) and thought to act as an antioxidant (Otterbein et al., 2016). Under normal light/dark cycle conditions, HMOX1 levels analyzed on western blots (Figure 6C) or by immunostaining (Figure 6D) were similarly low in both *Kit^+/+^* and *Kit^Wps/Wps^* retinas. After LD, however, HMOX1 expression was significantly upregulated in *Kit^+/+^* retinas (3.6 ± 0.6 fold) but only slightly in *Kit^Wps/Wps^* retinas (1.4 ± 0.5 fold, n = 3) (Figure 6C,D). These data indicate that LD-dependent upregulation of *Hmox1* is markedly influenced by KIT signaling.

**Figure 6.**
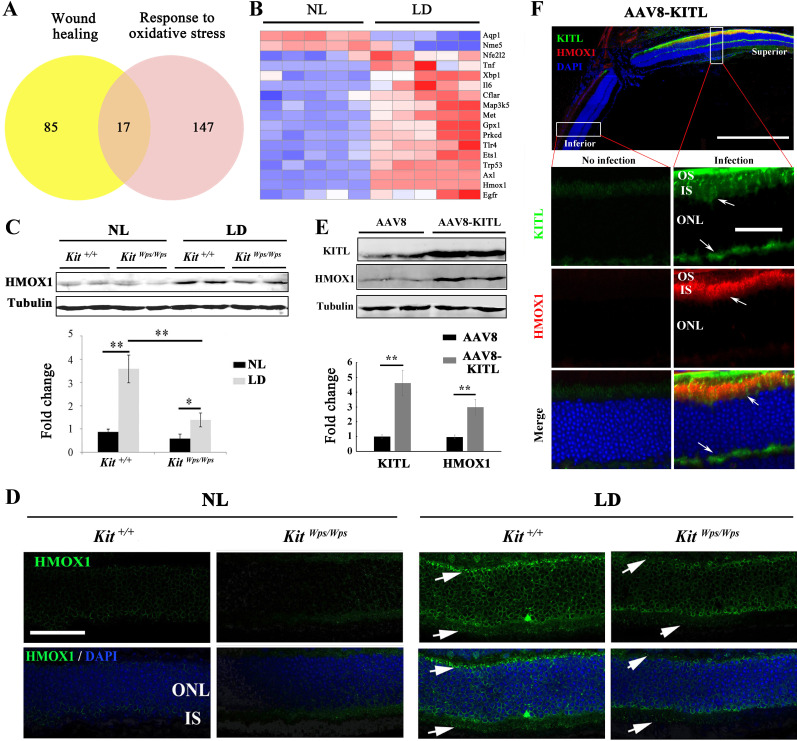
KIT signaling regulates expression of *Hmox1* in photoreceptor cells. (**A**) Venn diagram showing numbers of differentially expressed genes involved in response to oxidative stress and/or wound healing. Results from *Kit+/+* retinas after LD for 1 day. (**B**) Heat-map of differentially expressed genes from the 17 genes common between the wound healing group and response to oxidative stress group according to the result of Venn diagram. Messenger RNA expression changes of anti-oxidant genes in *Kit^+/+^* retinas after LD for 1 day. (**C and D**) Expression of HMOX1 in *Kit^+/+^* and *Kit^Wps/Wps^* retinas were detected by western blots and immunostaining. Note that the expression of HMOX1 was more significantly upregulated in light-degenerated *Kit^+/+^* compared to light-degenerated *Kit^Wps/Wps^* photoreceptors. (**E**) Western blots showing the expression of KITL and HMOX1 in the retinas infected with control AAV8 or AAV8-KITL virus. Bar graphs show the relative expression of KITL and HMOX1 in retinas based on the results of western blots. (**F**) Immunoreactivity of KITL and HMOX1 in *Kit^+/+^* retina sections 1 week after subretinal injection of AAV8-KITL. IS, photoreceptor inner segments; ONL, outer nuclear layer; OS, photoreceptor outer segment. * or ** indicates p<0.05 or p<0.01. Scale bar: 50 μm.

**Figure 6—figure supplement 1.**
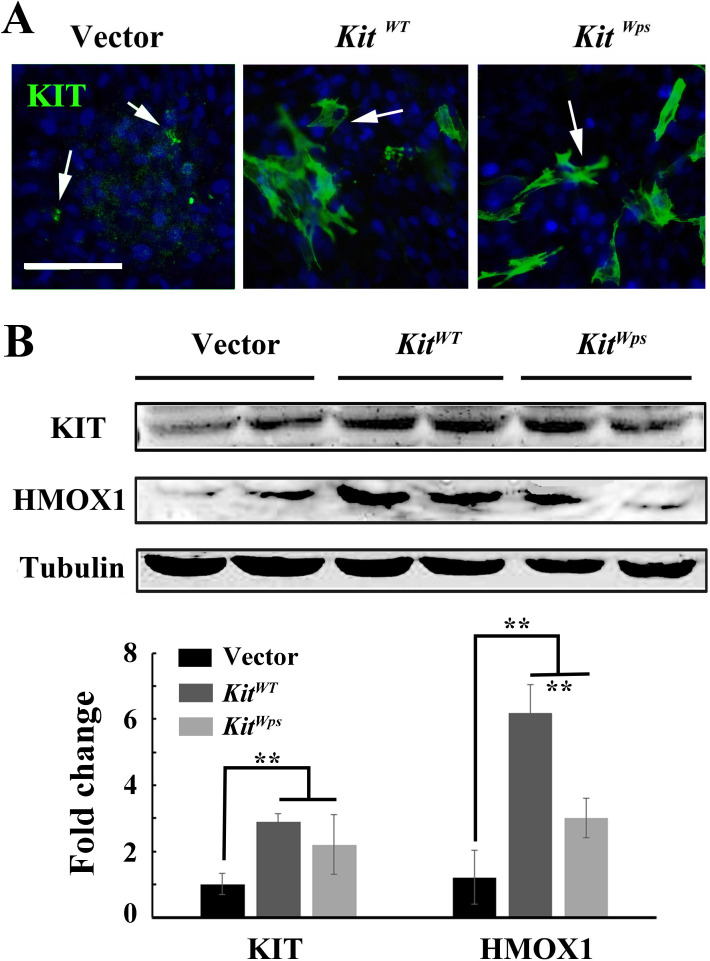
Overexpression of KIT upregulates *Hmox1* expression in 661W photoreceptor cells. (**A**) Immunostaining using a KIT antibody (ACK2/CD117) after transfection of Kit^WT^ (wildtype Kit cDNA plasmid) or Kit^Wps^ (Kit-Wps mutant cDNA plasmid) in 661 W cells with 2.8 nM of KITL. (**B**) Immunoblotting of KIT and HMOX1 expression in 661 W cells transfected with Kit^WT^ or Kit^Wps^ plasmid (upper panels), and quantification of the immunoblotting results (lower panel). Note that overexpression of wildtype Kit but not Kit^Wps^ led to upregulation of *Hmox1* expression. * or ** indicates p<0.05 or p<0.01. Bar: 50 μm.

The importance of KIT signaling for the regulation of HMOX1 expression can also be demonstrated in vitro in 661 W cells, which are derived from a medulloblastoma and whose gene expression profiles suggests a photoreceptor origin (Tan et al., 2004). In fact, 661 W cells have been widely used as a tool for investigating photoreceptor cell biology and function (Tan et al., 2004; Wheway et al., 2019). To test for the differential effects of Kit-WT and KIT-WPS, we transfected such cells with corresponding expression vectors and treated the cells with KITL. As expected, the ACK2 antibody, which reacts with the extracellular portion of KIT, readily detects KIT after transfection of either of the two KIT vectors (Figure 6—figure supplement 1A). Western blots indicated an increase of 2.9 ± 0.23 fold with Kit-WT and 2.2 ± 0.9 fold with Kit-Wps (Figure 6—figure supplement 1B). Transfection with KIT also led to upregulation of HMOX1, although with a clear difference between KIT-WT (6.2 ± 0.86 fold, n = 4) and KIT-Wps (3 ± 0.6 fold, n = 4). These results are consistent with the in vivo results described above.

Given the in vitro results, we then asked whether ectopic activation of KIT signaling would induce *Hmox1* expression in the retina without LD. Hence, we analyzed the expression of HMOX1 in retinas of *Kit^+/+^* mice kept under normal light conditions and infected with AAV8-KITL virus. One week after injection, western blots showed a correlation between high levels of KITL (4.6 ± 0.9 fold induction, n = 4) and HMOX1 (2.9 ± 0.5 fold induction, n = 4) (Figure 6E). Consistent with this observation, immunostaining showed that the expression of KITL was dramatically enhanced in the superior retinal region around the location of injection, coinciding with high level HMOX1 expression (Figure 6F). These data suggest that activation of KIT signaling can induce HMOX1 expression in *Kit^+/+^* retinas independent of LD treatment.

### KITL/KIT signaling activates NRF2 to regulate *Hmox1* expression

To understand how KIT regulates *Hmox1* expression, we analyzed whether KIT signaling is able to regulate the expression of the transcription factor NRF2, an upstream regulator of *Hmox1* that is activated in many cell types in response to stressful environments (Sies et al., 2017; Kleszczyński et al., 2016). Although western blots showed no change in NRF2 expression in retinas after light treatment (Figure 7A,B), immunostaining indicated a dramatic increase in nuclear accumulation of NRF2 in photoreceptor cells after light treatment for 8 days (Figure 7C). This nuclear accumulation was much reduced in *Kit^Wps/Wps^* mice (14 ± 5 per section, n = 6) compared to *Kit^+/+^* mice (28 ± 9, n = 6) (Figure 7C,D), suggesting that Kit signaling regulates nuclear translocation of NRF2 in photoreceptor cells.

**Figure 7.**
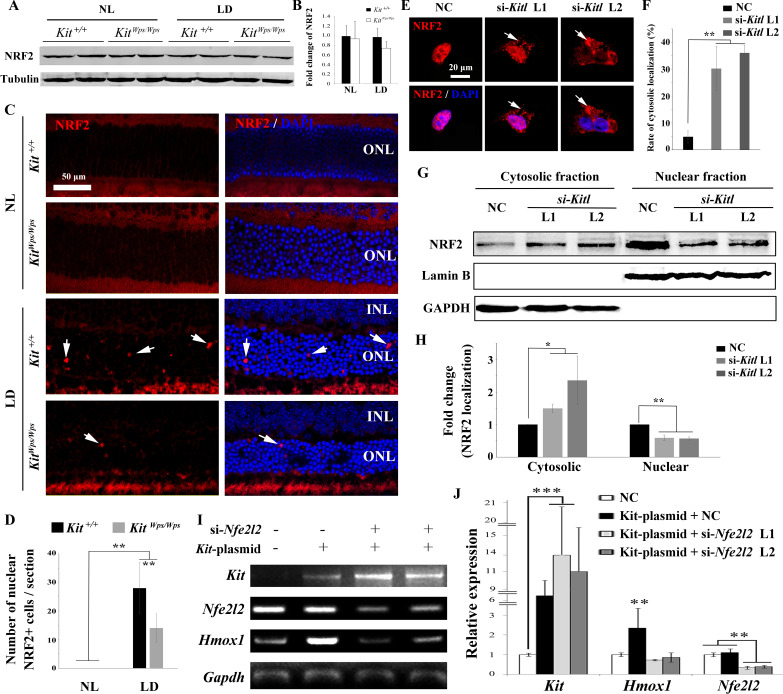
KIT signaling acts through the transcription factor NRF2 to regulate *Hmox1* expression. (**A**) Western blots for analyzing NRF2 expression in *Kit^+/+^* and *Kit^Wps/Wps^* retinas under the indicated conditions. (**B**) The bar graph shows quantification of NRF2 expression in the indicated retinas. (**C**) Immunostaining of anti-NRF2 in *Kit^+/+^* and *Kit^Wps/Wps^* retinas under the indicated conditions. The arrows point to nuclear signals of NRF2 in the ONL. (**D**) Quantification of the number of nuclear NRF2 positive cells in the retina. Note that LD induced nuclear accumulation of NRF2 in photoreceptor cells. (**E–H**) Analysis of subcellular localization of NRF2 in 661W photoreceptor cells treated with si-*Kitl* by immunostaining (**E**, and **F**) and western blot (**G**, and **H**). Note that knockdown of *Kitl* led to an increase in the proportion of cells with cytosolic NRF2. (**I, J**) Analyses of the regulation of HMOX1 in 661 W cells after overexpression of KIT together with si-*Nfe2l2*. The images of RT-PCR (**I**) and qPCR (**J**) show the expression levels of *Kit*, si-*Nfe2l2*, and *Hmox1* under the indicated treatments. Note that upregulation of *Hmox1* induced by overexpression of KIT was blocked by the knockdown of *Nfe2l2*. * indicates p<0.05, ** indicates p<0.01.

**Figure 7—figure supplement 1.**
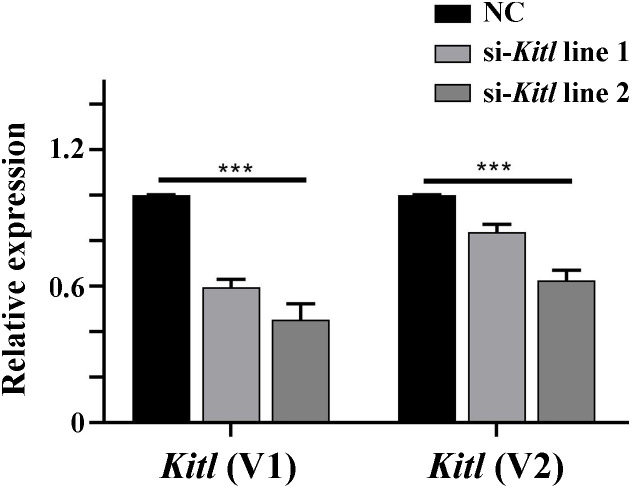
Kitl mRNA expression levels are reduced after transfection with Kitl-si-RNAs in 661 W cells. The transcript variant 1 (**V1**) contains the full length Kitl mRNA sequence while the transcript variant 2 (**V2**) corresponds to a Kitl mRNA lacking exon 6.

To further examine whether NRF2 nuclear accumulation was dependent on KITL, we used *Kitl*-specific siRNAs to reduce the expression of *Kitl* in 661W photoreceptor cells (Figure 7—figure supplement 1). Indeed, immunostaining revealed that both Kitl-si-RNAs increased the number of cells with cytosolic NRF2 expression from 4.74 ± 2.27% to 30.2 ± 8.3% or 36.8 ± 2.24% (n = 3), respectively (Figure 7E,F). In addition, western blots showed that knock down of *Kitl* increased the levels of NRF2 in the cytoplasm (1.5 ± 0.13 fold, n = 3) and decreased the levels of nuclear NRF2 (0.59 ± 0.09 fold, n = 3) (Figure 7G,H). Taken together, these data clearly show that KIT signaling regulates the cytoplasmic/nuclear distribution of NRF2 in photoreceptor cells.

To investigate whether the regulation of *Hmox1* by KIT signaling depends on NRF2, we then used siRNA to knock down *Nfe2l2* mRNA that encodes NRF2 protein in 661 W cells overexpressing KIT (Figure 7I,J). Consistently, overexpression of KIT did not significantly change *Nfe2l2* expression (1.1 ± 0.2 fold, n = 3) but upregulated *Hmox1* expression (2.35 ± 1 fold, n = 3). This upregulation was blocked by knockdown of *Nfe2l2*. Collectively, these data suggest that KIT signaling activates NRF2 to regulate the expression of *Hmox1* in photoreceptor cells.

### *Hmox1* overexpression partially rescues retinal degeneration in light-damaged *Kit* mutant mice

While the above results demonstrated that KIT signaling regulates *Hmox1* expression in the retina and plays a neuroprotective role during LD, the relevant function of HMOX1 in retina in vivo was still unclear. To analyze whether KIT signaling exerts its protective effect against LD through HMOX1, we ectopically expressed *Hmox1* in *Kit^Wps/Wps^* albino mice, using an AAV8-based vector engineered to express HMOX1 (Figure 8A). Western blotting and immunostaining showed photoreceptor-restricted expression after 2 weeks after virus infection (Figure 8A,B), with levels similar to those observed in uninjected *Kit^+/+^* retinas after LD. ERG measurements showed that without LD, control AAV8 or AAV8-HMOX1 virus did not cause significant changes in the ERG scotopic trace (Figure 8C,D). Following 3 days of LD, however, the amplitudes of ERG scotopic traces were depressed after infection with AAV8 or AAV8-HMOX1 virus, but the b-wave amplitudes were higher when AAV8-HMOX1 was used (381 ± 40μV, n = 5) compared to when control AAV8 was used (152 ± 33 μV, n = 5) (Figure 8C,D). These results suggest that overexpression of HMOX1 partially rescues retinal function in the *Kit^Wps/Wps^* albino mice during LD. Furthermore, histological analyses showed that after LD, AAV8-HMOX1-infected retinas were thicker than control AAV8-infected ones, especially with respect to the photoreceptor cell layer (Figure 8E,F). These data suggest that overexpression of HMOX1 protects photoreceptor cells in *Kit^Wps/Wps^* albino retinas against LD and that LD-induced HMOX1 plays an important antioxidant role in retinas in vivo.

**Figure 8.**
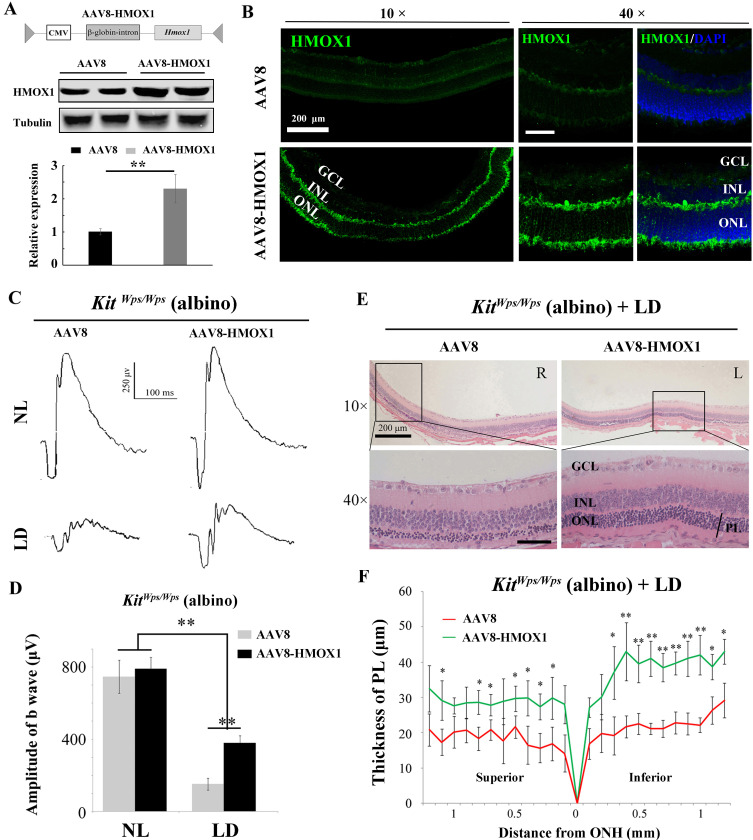
Protective role of HMOX1 in LD-treated *Kit^Wps/Wps^* retina. (**A**) Schematic representation of the AAV8-HMOX1 construct (upper panel) and western blots show the expression of KITL in the retina 2 weeks after subretinal injection of AAV8- HMOX1 virus (lower panels). The bar graph shows the relative expression of HMOX1 based on the results of western blots. (**B**) Ectopic HMOX1 expression in retina by infection of AAV8 or AAV8-HMOX1 virus was visualized by immunofluorescence (n = 4). (**C**) ERG scotopic traces of *Kit^Wps/Wps^;* albino mice infected with control AAV8 (n = 5) or AAV8-HMOX1 (n = 5) virus for 2 weeks and then kept under NL or high-intensity LD (15,000 lux) for 3 days. (**D**) Quantification of amplitude of b-wave from standard response based on the results from C. (**E**) Histological analysis of *Kit^Wps/Wps^;* albino retina infected with control AAV8 (n = 6) or AAV8-HMOX1 (n = 6) virus after LD. (**F**) Curve diagram showing the total thickness of the ONL under the indicated conditions. GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer; PL, photoreceptor cell layer. * or ** indicates p<0.05 or p<0.01. Scale bar: 50 μm. Figure 8—source data 1.Source data for the graphs in Figure 8D and the diagram in Figure 8F.

**Figure 8—figure supplement 1.**
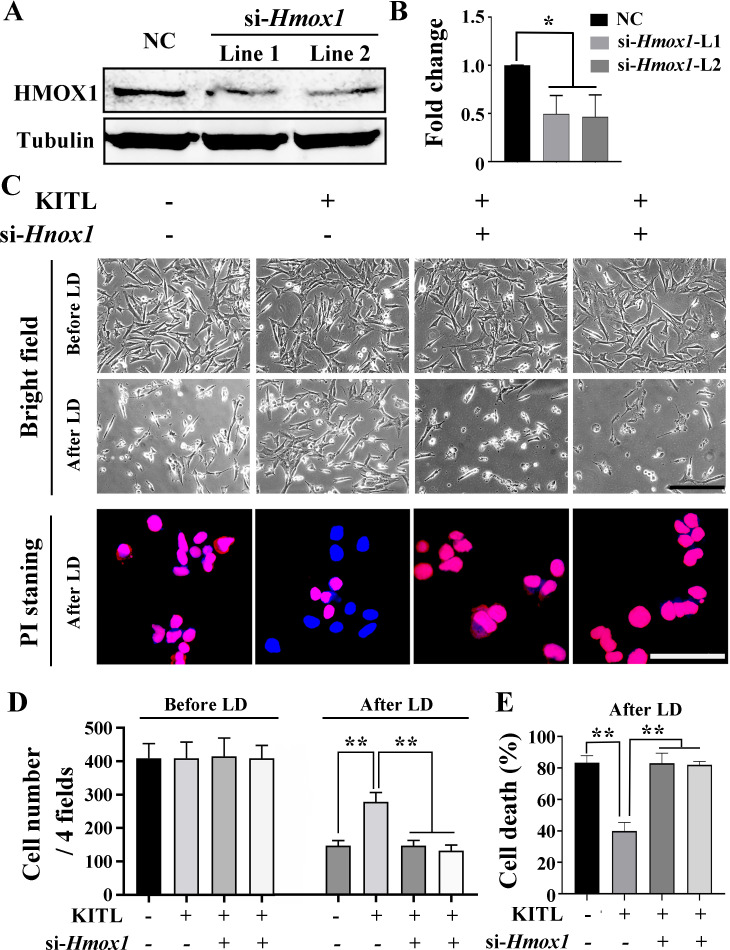
Protective role of KITL depends on HMOX1 in light-induced photoreceptor cell death. (**A**) Western blot analysis of HMOX1 in 661W photoreceptor cells after si-RNA treatment. (**B**) Quantification of western blot bands shows expression levels of HMOX1. Note that both si-*Hmox1* lines show reduced expression of HMOX1. (**C**) Bright field images of photoreceptor cells under the indicated conditions (upper panels) and Propidium Iodide (PI) staining of photoreceptor cells after LD (down panels). (**D, E**) Bar graphs show the cell numbers before and after high-intensity light treatment (**D**) and the numbers of PI positive cells after LD treatment (**E**). ** indicates p<0.01. Scale bar, 20 μm.

To understand whether protection of KITL depends on HMOX1, we used si-*Hmox1* to knockdown the expression of *Hmox1* in 661W photoreceptor cells under light stress. Western blots showed that both Hmox1-si-RNAs downregulate *Hmox1* expression by 0.5 ± 0.2 fold and 0.46 ± 0.23 fold (n = 3), respectively (Figure 8—figure supplement 1A,B). We then tested whether knockdown of *Hmox1* would affect in vitro light-induced cell death. As shown in Figure 8—figure supplement 1C and D, cell numbers were similar in each group before LD but dramatically decreased in the control group (from 409 ± 44 to 147 ± 15 (n = 3) after 8 hr of LD treatment). Addition of exogenous KITL (5.6 nM) was able to prevent cell loss caused by LD to 278 ± 28 (n = 3). This preventive effect was totally blocked by knockdown of *Hmox1* via Hmox1-si-RNAs (cell loss 147 ± 16, n = 3 and 131 ± 17, n = 3, respectively). In addition, the data of propidium iodide (PI) staining also showed that stimulation of KITL decreased light-induced cell death rate from 83 ± 4.6% to 40 ± 5.3% (n = 3), but this protection by KITL disappeared when the expression of *Hmox1* was knocked down by Hmox1-si-RNAs (Figure 8—figure supplement 1E). These results suggest that protection of KITL against light-induced photoreceptor cell loss depends on HMOX1.

### KITL preserves photoreceptors and restores retinal function in genetic mouse models of retinal degeneration

We finally evaluated whether KITL might provide neuroprotection in mouse models of human retinitis pigmentosa (RP). Mice homozygous for a mutation in the gene encoding the photoreceptor cGMP phosphodiesterase, *Pde6b^rd10^* (hereafter called *rd10/rd10)* share many characteristics of human retinal degeneration resulting from a mutation in the homologous gene (Wang et al., 2018). Due to the fact that retinas of *rd10/rd10* mice degenerate soon after birth, we performed subretinal injection of AAV8-KITL virus into the eyes of such mice (n = 5) at postnatal day 3 and examined their retinal functions at postnatal day 24. As shown in Figure 9A, ectopic expression of KITL was observed at 3 weeks in *rd10/rd10* photoreceptor cells in the eye infected with AAV8-KITL, but not in those of the control-injected contralateral eye. These results suggest that subretinal injection of AAV8-KITL virus at P3 can mediate overexpression of KITL in photoreceptor cells of *rd10/rd10* mice. We then analyze the effects of KITL overexpression on retinal degeneration. The thickness of the ONL was significantly increased from the peripheral region to the central region after infection with the AAV8-KITL virus (Figure 9B,C). In P24 control-injected *rd10/rd10* retina, Rhodopsin was abnormally translocated from the OS to the ONL, a phenomenon that was partially rescued by infection with the AAV8-KITL virus (Figure 9D). TUNEL analysis showed a large number of dead cells in the ONL of *rd10/rd10* mice infected with control AAV8 virus (death rate, 16.2 ± 2%, n = 5), but a significantly reduced number after AAV8-KITL virus infection (8.9 ± 1.6%, n = 5) (Figure 9E). We next examined the effects of KITL on retinal function of *rd10/rd10* mice. The ERG analysis revealed that the scotopic traces of control eyes presented nearly horizontal lines (b-wave amplitude, 142.2 ± 43.60.4μV, n = 5), while infection with the AAV8-KITLvirus led to clear a- and b-waves (b-wave amplitude, 304 ± 30μV, n = 5) (Figure 9F,G), suggesting that overexpression of KITL partially restores the retinal function in *rd10/rd10* mice.

**Figure 9.**
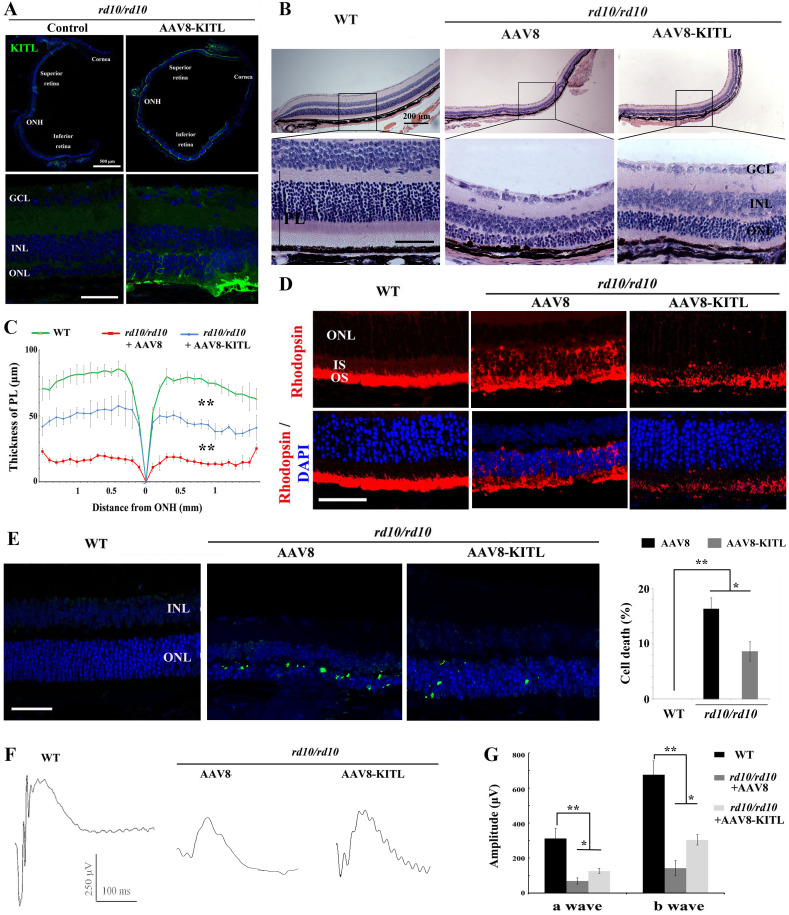
Ectopic expression of KITL prevents retinal degeneration of *rd10* homozygous mice. (**A**) Expression of KITL in *rd10/rd10* retinas 2 weeks after infection with AAV8-KITL virus or control was visualized by immunofluorescence. Note that the subretinal injection was performed in *rd10/rd10* mice at postnatal day 3. (**B and C**) Histological analysis of *rd10/rd10* retinas infected with AAV8 or AAV8-KITL virus (n = 5) or control (**B**). Curve diagram showing the thickness of total photoreceptor cell layer from *rd10/rd10* retina under the indicated conditions (**C**). (**D**) Rhodopsin expression in WT and *rd10/rd10* retina under the indicated conditions. (**E**) Apoptosis of photoreceptor cells from *rd10/rd10* mice with of AAV8 or AAV8-KITL was analyzed by TUNEL assay and is presented as fluorescent images (upper panels) and as bar graphs after quantitation (lower panels). (**F, G**) ERG scotopic traces (**F**) obtained from *rd10/rd10* mice with infection of AAV8-KITL virus (n = 5) or control (n = 5) and kept under normal conditions for 25 days (right panels). Bar graph (**G**) shows the quantification of the amplitude of the b-wave from standard response based on the results of the ERG scotopic traces (**F**). GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer; PL, photoreceptor layer. * or ** indicates p<0.05 or p<0.01. Scale bar: 50 μm. Figure 9—source data 1.Source data for the diagram in Figure 9C and the graphs in Figure 9E, G.

**Figure 9—figure supplement 1.**
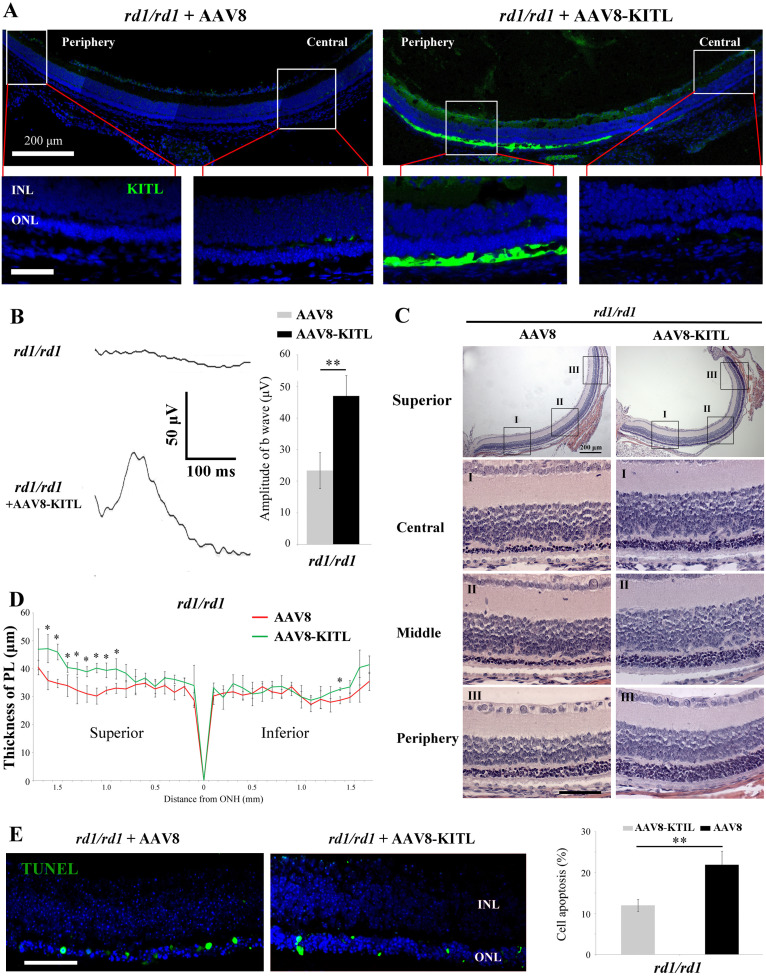
Ectopic expression of KITL prevents retinal degeneration of *rd1* homozygous mice. (**A**) Expression of KITL in *rd1/rd1* retinas 2 weeks after infection with AAV8 or AAV8-KITL virus infection was visualized by immunofluorescence. Note that the subretinal injection was performed in *rd1/rd1* mice at postnatal day 1. (**B**) ERG scotopic traces obtained from *rd1/rd1* mice with infection of AAV8 or AAV8-KITL virus (n = 5) and kept under normal environmental condition for 20 days (right panels). Bar graph shows the quantification of the amplitude of the b-wave from standard response based on the results of the ERG scotopic traces (left panels). (**C and D**) Histological analysis of *rd1/rd1* retinas infected with AAV8 or AAV8-KITL virus (n = 5) (**C**) and the curve diagram showing the thickness of total ONL from *rd1/rd1* retina under the indicated conditions (**D**). (**E**) Apoptosis of photoreceptor cells from *rd1/rd1* mice with infection of AAV8 or AAV8-KITL was analyzed by TUNEL assay and presented as fluorescent images (left panels) and as bar graphs after quantitation (right panel). GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer; PL, photoreceptor cell layer. * or ** indicates p<0.05 or p<0.01. Bar: 50 μm. Figure 9—figure supplement 1—source data 1.Source data for the graphs in Figure 9-figure supplement 1B and the diagrams in Figure 9-figure supplement 1D, E.

In order to further confirm the protective role of KITL in hereditary photoreceptor degeneration, we used an additional RP model, mice harboring a different mutant allele of *Pde6b*, *Pde6b^rd1^* (hereafter called *rd1/rd1*) that was kept on a different background, FVB. The results were similar to those obtained with *rd10/rd10* mice (Figure 9—figure supplement 1). Taken together, these results strongly indicate that overexpression of KITL prevents photoreceptor cell death and partially restores retinal function not only in LD but also genetic models of retinal degeneration.

## Discussion

Several lines of evidence support the notion that activation of KIT signaling in photoreceptor cells activates NRF2, in turn inducing expression of HMOX1, and protects these cells against light-induced degeneration. First, KIT is expressed in mouse retina, including in its photoreceptor cells, and its activation leads to stimulation of the MAPK and the PI3K/AKT pathways. Second, photoreceptor cells respond to prolonged high-level light exposure by upregulating their endogenous KITL expression, which activates KIT signaling in these cells. Third, when KITL is experimentally overexpressed in *Kit^+/+^* retina, it alleviates the effects of LD. Fourth, when KIT signaling is genetically impaired, photoreceptor cells are more susceptible to LD, and this enhanced susceptibility cannot be overcome by additional experimental upregulation of KITL. Fifth, experimental expression of HMOX1 in photoreceptor cells in vivo partially protects these cells against light damage even when their KIT signaling pathway is impaired. Sixth, experimental overexpression of KITL also partially protects against photoreceptor cell loss in *Kit^+/+^* mice harboring mutations in *Pde6b*, the mouse homolog of the human RP gene, whose mutations are associated with retinal degeneration in both mice and humans.

Given these findings, the use of KITL and activation of KIT signaling may add to the arsenal of endogenous pathways that may be considered clinically for photoreceptor protection during retinal degeneration. Indeed, in contrast to other strategies such as stem cell therapies, optogenetics and retinal prostheses, which all face major technical and financial investments (Scholl et al., 2016), the application of endogenous neuroprotective factors would seem to provide a more straightforward therapeutic avenue, with the added benefit that it may work regardless of the actual pathogenetic mechanism underlying photoreceptor degradation (Pardue and Allen, 2018). AAV-mediated expression of neurotrophic factors or antioxidant genes such as RdCVF and NRF2 has indeed proved beneficial in protecting photoreceptors (Leveillard and Sahel, 2010; Liang et al., 2017 Xiong et al., 2015), and similar strategies using KIT activation may prove equally valuable.

Previous studies have indicated, however, that Kit signaling can have both beneficial and deleterious effects (Lennartsson and Rönnstrand, 2012). On the one hand, KIT is needed for cell development and survival (Blume-Jensen et al., 2000; Hou et al., 2000; Wen et al., 2010), but on the other hand, excessive KIT signaling, associated, for instance, with activating *KIT* mutations, may also lead to formation of tumors, in particular gastrointestinal stromal tumors, adult acute myeloid leukemia, and melanoma (Lennartsson and Rönnstrand, 2012). Hence, activation of KIT signaling should be used with caution in clinical settings. Nevertheless, local expression of KITL following intraocular injection of recombinant AAV might considerably reduce potential deleterious effects because gene expression is locally restricted and transfer of protein to other tissues is effectively blocked by the blood retinal barrier. In addition, the optimal choice of virus promoters and doses reduces the risk of virus-induced retinal damage (Xiong et al., 2019). Nevertheless, before any further use of KITL in a clinical setting is entertained, it is paramount to establish the precise pathway of its action in the retina.

In the current paper we have so far shown that it is KITL activation in photoreceptor cells themselves, rather than in RPE cells or potentially other retinal cells, that has protective effects on retinal degeneration, and that it is cell-autonomous KITL action that protects photoreceptor cells against degeneration. Nevertheless, other cell types also express KIT (Koso et al., 2007; Zou et al., 2019; Too et al., 2017). Among them are Müller glial cells, which have been reported to participate in reactive gliosis and regulate retinal repair during retinal injury (Too et al., 2017; Goldman, 2014). Therefore, it cannot be excluded that cells such as Müller glial cells indirectly help to mediate KITL action on photoreceptor cells. Such an indirect, non-cell autonomous effect of a cellular receptor, EDNRB (the receptor for endothelin-3), has been observed, for instance, in neural crest-derived melanocytes (Hou et al., 2004).

We have also shown that the pathway downstream of KIT involves a cytoplasm-to-nuclear shift of the transcription factor NRF2, which is likely mediated by KIT signaling-dependent activation of AKT (Yoo et al., 2017). Moreover, KIT signaling leads to increased expression of HMOX1 in an NRF2-dependent way. The involvement of HMOX1 seems particularly interesting as it can reduce oxidative stress by breaking down heme and reducing molecular oxygen and oxygen radicals in the heme oxygenase reaction pathway (Otterbein et al., 2016). Photoreceptor cells have a rich complement of mitochondria to accommodate their high metabolic rate and are more sensitive to oxidative stress than many other cell types (Campochiaro and Mir, 2018). The development of AMD, for instance, is tightly linked to oxidative damage (Mitchell et al., 2018), and antioxidant therapy can delay cell loss in retinal degenerative diseases and lead to reduced photoreceptor cell death in experimental animals (Donovan et al., 2001; Haruta et al., 2009). Oxidative stress has also been observed in many other neurodegenerative conditions, including LIRD, and antioxidant treatment is useful in their prevention (Donovan et al., 2001; Suzuki et al., 2012; Xiong et al., 2015). The induction of *Hmox1* following LD (Hadziahmetovic et al., 2012) can therefore be seen as a homeostatic mechanism operating in photoreceptor cells (Sun et al., 2007). Nevertheless, it is important to recognize that in our model, KITL overexpression or isolated overexpression of HMOX1 did not lead to full protection against LD. Hence, the KITL-KIT-NRF2-HMOX1 axis that we here identified is likely only one among many pathways involved in protection of photoreceptor cells against LD.

In summary, our findings provide strong evidence for KIT signaling in protecting photoreceptor cells against light-induced retinal damage as well as against inherited forms of retinal degeneration. We believe that these findings justify a detailed exploration of how this signaling pathway could be harnessed pharmacologically for prevention or delay of progressive photoreceptor cell and vision loss as seen in AMD, RP and other retinal degenerations. Hence, the findings have implications not only for our understanding of the relationship between genetic and environmental factors in retinal degeneration in general but also as a potential treatment for photoreceptor loss in humans.

## Materials and methods

### Mice and histology

All animal experiments were carried out in accordance with approved guidelines of the Wenzhou Medical University Institutional Animal Care and Use Committee (Permit Number: WZMCOPT-090316). C57BL/6J mice were obtained from The Jackson Laboratory and *Kit^Wps^* mice carrying a point mutation in the extracellular domain of KIT on a C57BL/6J background were as previously described (Guo et al., 2010). Because *Kit^Wps^* homozygotes are infertile, crosses between *Kit^Wps^* heterozygotes were set up to obtain *Kit^Wps/Wps^* mice. To obtain appropriate *Kit^Wps/Wps^* albino mice, we crossed B6-*Kit^Wps/+^;Rpe65^L450M/L450M^* mice with BALB/c albino mice (*Tyr^c^/Tyr^c^;Rpe65^+/+^*) to eventually obtain *Kit^Wps/Wps^;Tyr^c^/Tyr^c^;Rpe65^+/+^* mice. For genotyping, the *Kit* gene was amplified with Kit-F and Kit-R, and the Rpe65 gene was amplified with Rpe65-F5 and Rpe65-R (Supplementary file 1: Key Resources Table) as previously described (Guo et al., 2010; Wenzel et al., 2001). *rd1* (*Pde6b^rd1^*, FVB genetic background) and *rd10* (*Pde6b^rd10^*, C57BL/6J genetic background) mice were purchased from Vital River Laboratory (Beijing, China) and Jackson Laboratory. All mice were fed a standard laboratory chow and maintained at 21–23°C with a 12 h-light/12 hr-dark photoperiod.

Enucleated eyes from euthanized mice were fixed in 4% paraformaldehyde (PFA) overnight at RT and paraffin-embedded according to standard procedures. Paraffin sections (5 μm thickness) were prepared using a Leica microtome, deparaffinized by immersion in Xylene, and rehydrated. The sections were stained with hematoxylin for 5 min and eosin for 3 min and mounted using resinene. The thickness of *Kit^+/+^* and *Kit^Wps/Wps^* retinas was measured in the dorsal central region at a distance between 300 and 700 μm from the optic nerve head.

### In vivo light injury and RNA-seq analysis

For light-induced retinal damage, 2-month-old albino mice were first dark-adapted for 12 hr and then exposed to LED light (15,000 lux) in non-reflective cages for the indicated number of days. For *Kit^+/+^* and *Kit^Wps/Wps^* mice, 3-month-old mice were first dark-adapted for one day and then exposed to LED light (15,000 lux) in non-reflective cages for the indicated number of days. During light exposure, mice were allowed free access to food and water. For ERG measurements, mice were dark-adapted for 1 day after light exposure.

For RNA-seq analysis, total RNAs of neural retinas were extracted using TRIzol reagent (Invitrogen) after 1 day of light exposure following the time frame shown in Figure 1A. Purified RNA samples were used to generate RNA libraries for HiSeq 4000 (PE150 sequence). Experiments and data normalization were performed by Beijing Novogene (China). The raw data of RNA seq were deposited to the GEO database (GSE146176) and are available online (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146176).

### Electroretinography

Retinal function was evaluated by electroretinography (ERG) as previously described (Li et al., 2020). Briefly, mice were dark-adapted overnight and anesthetized with a mixture of ketamine and xylazine. The pupils were dilated and the corneas were anesthetized with atropine sulfate and proparacaine hydrochloride. Then a silver loop electrode was placed over the cornea to record the ERGs, while needle reference and ground electrodes were inserted into the cheek and tail, respectively. Mice were stimulated by flash light varying in intensity from −5.0 to 35 log scotopic candlepower-sec/m^2^ in a Ganzfeld dome (Roland Q400, Wiesbaden, Germany). For light-adapted ERG recordings, a background light of 30 cd/m^2^ was applied for 5–10 min to suppress rod responses. The stimulus light intensity was attenuated with neutral density filters (Kodak, Rochester, NY) and luminance was calibrated with an IL-1700 integrating radiometer/photometer (International Light, Newburyport, MA).

### Cell cultures, light damage, siRNA and transfection

The 661W photoreceptor cell line was generously provided by Dr. Muayyad Al-Ubaidi (Department of Cell Biology, University of Oklahoma Health Sciences Center, Oklahoma City, OK). The cells were routinely cultured in Dulbecco’s modified Eagle’s medium (Gibco) supplemented with 10% FBS and 1% penicillin/streptomycin and kept at 37°C in a humidified atmosphere with 5% CO_2_. 661 W cell line was tested negative for mycoplasma contamination by the MycoProbe Mycoplasma detection Kit (Cat# CUL001B, R&D) and positive for photoreceptor cell marker Recoverin and Opsin by IF.

For LD, 661W photoreceptor cells were kept at 37°C in a humidified atmosphere with 5% CO2 and exposed to high-intensity light (9000 lux) for 8 hr. Then the cells were subjected to cell count analysis and PI staining (1:200, Sigma).

For siRNA knockdown, specific siRNAs for mouse *Nfe2l2*, *Hmox* or *Kitl* and a negative control siRNA were designed and produced by Gene-Pharma (GenePharma, China). 20 nM si- *Nfe2l2*, si-*Hmox1* or si-*Kitl* was transfected into 661 W cells at 40% confluency in culture dishes using LipoJetin vitro transfection Kit (SignaGen Laboratories) according to the manufacturer’s protocol. An equivalent amount of control siRNA (si–C) was used as a negative control. The sequences for all siRNAs are shown in Supplementary file 1: Key Resources Table.

For DNA transfections, plasmids of pCDNA3.1-encoding either KIT^WT^ cDNA or KIT^Wps^ cDNA were from Dr. Xiang Gao (Nanjing University). 661 W cells were seeded in six-well plates at 7.5 × 10^4^ cells/well before transfection. When the cell density reached 30% confluence, cells were transfected with appropriate dilutions of 2 μg plasmid DNA using PolyJet reagent (SignaGen) at the indicated concentrations following the company’s instructions.

### Western blots and assays of protein phosphorylation

For analysis of phosphorylation of KIT, mice were anesthetized with a mixture of ketamine and xylazine, and 1 μl of KITL (5.6 nM) was intravitreally injected into the eye. One hour thereafter, neural retinas were isolated and subjected to western blot analysis. For protein extraction, retinas were isolated in DMEM and transferred to 1.5 ml centrifuge tubes containing a mixture (100 μl) of membrane protein lysis solution (Byotime, China) and protease inhibitors (Cocktail Set I, Calbiochem). Retinas were lysed on ice for 10 min with a Micro Tissue Grinder. Samples were separated by 8% SDS-PAGE and the blotting process was previously described (Li et al., 2017). Information of antibodies used in western blot is shown in Supplementary file 1: Key Resources Table. These antibodies were used at 4°C overnight. The quantification of the protein bands was done using the software of Image J.

For isolated RPE and photoreceptor tissue, RPE sheets were isolated from 2-month-old C57BL/6J mice as described previously (Fernandez-Godino et al., 2016) and then subjected to western blotting analysis. The neural retinas were isolated in Hanks solution and then freshly frozen in OCT compound. The photoreceptor layer was at the bottom of the embedding block. The first cryosection of neural retina (30 μm) was transferred to 1.5 ml centrifuge tubes containing a mixture (30 μl) of membrane protein lysis solution and then subjected to western blotting analysis as described above.

For cell protein extraction, cells were washed with 1 × PBS and then lysed by membrane protein lysis solution on ice. In addition, we used cell fractionation kit-standard (Abcam, ab109719) to extract cytoplasmic and nuclear proteins and performed the analysis according to the standard protocols.

### RT-PCR and quantitative RT- PCR

Total neural retinal RNA or total RPE RNA was extracted by Trizol reagent (Invitrogen) according to the manufacturer’s protocol. Total RNA for RT-PCR was converted to cDNA with a reverse transcriptase kit and random primers (Promega), according to the manufacturer’s manual. PCR products were size-fractionated by 2% agarose gel electrophoresis. The procedure for quantitative RT-PCR has been described (Li et al., 2017). Sequences of primers used in this study are shown in Supplementary file 1: Key Resources Table.

### Immunohistochemistry and TUNEL assay

Information on the antibodies used in immunofluorescence (IF) is shown in Supplementary file 1: Key Resources Table. For immunoassays of KITL, KIT, EAAT1, Flag and HMOX1, eyes were freshly embedded in OCT compound and snap frozen. Cryosections (14 μm) were post-fixed in ice-cold acetone for 15 min and permeabilized with 0.1% Triton-X-100 for 10 min. Rat anti-KIT (ACK45), goat anti-EAAT1, rabbit anti-Flag, goat anti-KITL and rabbit anti-HMOX1 antibodies were used at 4°C overnight and Alexa 488-conjugated donkey anti-rat, anti-goat or anti-rabbit antibodies were used at RT for 1 hr. The sections were examined and photographed with a Zeiss fluorescence microscope.

For other immunoassays, the corneas were penetrated with a needle in 1 × PBS and the eyes fixed in 4% PFA for 1 hr at RT. The sections (5 μm) were heated in boiled citrate buffer for 2 min for epitope retrieval. Primary antibodies were: mouse anti-rhodopsin, rabbit anti-opsin, mouse anti-PKCα, rabbit anti-OTX2, goat anti-KITL, rabbit anti-KIT (AB5506), rabbit anti NRF2 and rabbit anti-GFAP. The antibodies were all used at RT for 2 hr. The primary antibodies were revealed with Alexa 594-conjugated donkey anti-mouse or anti-rabbit and Alexa 488-conjugated donkey anti-goat or anti-mouse antibodies at RT for 1 hr.

Cultured cells were fixed in 4% PFA for 25 min at RT and permeabilized with 0.1% Triton X-100. 5% BSA was used to block the samples at RT for 30 min. Rat anti-KIT (ACK2) antibody was used at RT for 2 hr.

For TUNEL assays, in situ cell death detection kit (Roche, Mannheim, Germany) was used according to the manufacturer’s protocol.

### AAV8 vector construction and virus injection

For the AAV8-CMV-KITL vector, the vector of pcDNA3.0-*Kitl* was a gift from Dr. Bernhard Wehrle-Haller (University of Geneva, Switzerland). The coding sequence of the mouse *Kitl* was cloned from the vector and inserted into the AAV2/8-CMV-MCS empty vector (Genechem, China). For the AAV8-RPE65-KITL-T2A-Flag vector, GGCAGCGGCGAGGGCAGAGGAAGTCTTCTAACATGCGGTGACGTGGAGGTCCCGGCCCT of the T2A the sequence was linked to the coding sequence of *Kitl* at the 3’ terminus and then inserted into the AAV2/8-RPE65-MCS-Flag vector (Genechem, China). For AAV8-RHO-KITL and AAV8-RHO-Flag vector, we first replaced the CMV promoter sequence of the AAV2/8-CMV-MCS vector with the Human RHO promoter sequence (GeneBank accession number: U16824) to obtain the AAV2/8-RHO-MCS vector according to previous report (Allocca et al., 2007) and then inserted the coding sequence of the mouse *Kitl* or Flag into the AAV2/8-RHO-MSC empty vector. For AAV8-CMV-Hmox1 vector, the coding sequence of the mouse *Hmox1* gene was amplified by reverse transcription PCR using the primers for Hmox1-F and Hmox1-R as shown in Supplementary file 1. The full-length cDNA of *Hmox1*was cloned from *Kit^+/+^* retinal total cDNA and inserted into the AAV2/8-CMV-MCS empty vector (Genechem, China) via *Age*I restriction sites introduced by the PCR reaction. The AAV8-CMV-GFP vector was purchased from Genechem Company (Shanghai, China).

Virus was injected into the subretinal space as previously described (Xiong et al., 2015). Approximately 0.5 μl of AAV8 supernatant (2.2 × 10^12^ genome copies/ml) was introduced into the subretinal space of 2- to 3-month-old mice using a pulled angled glass pipette under direct observation aided by a dissecting microscope under dim light. Following injections, 1% atropine eye drops, tetracycline, and cortisone acetate eye ointments were applied. For subretinal injection, neonatal *rd1* and *rd10* mice were kept on ice for 2 min and then subretinally injected with approximately 0.3 μl of AAV8 using micro-injection glass pipettes.

### In situ hybridization

Retinas from 2-month-old albino mice kept under normal light or high intensity light for 1 day were collected in PBS and fixed overnight at 4°C using 4% paraformaldehyde (PFA). In situ hybridization was performed according to previous report (Chen et al., 2019). The *Kitl* riboprobes was obtained using pcDNA3.0-*Kitl* (gift from Dr. Bernhard Wehrle-Haller).

### Statistical analysis

Data are from at least three replicates for each experimental condition and are represented as mean ± standard deviation (SD). Analysis of variance (ANOVA) was used to determine the significance between population means. Student’ s t-test was used to determine the significance of differences when only two groups were compared. p<0.05 was considered to be statistically significant. Significant differences between groups are noted by *or **.

## Data Availability

Sequencing data have been deposited in GEO under accession codes 146176. All data generated or analysed during this study are included in the manuscript and supporting files. Source data files have been provided for Figure 1—figure supplement 1, Figure 2, Figure 3, Figure 4, Figure 5, Figure 5—figure supplement 1, Figure 8, Figure 9, Figure 9—figure supplement 1. The following dataset was generated: LiHHouL2020Next generation sequencing facilitates quantitative analysis of retinal transcriptomes under normal light and high-intensity light conditionNCBI Gene Expression OmnibusGSE146176

# Supplementary material for: KIT ligand protects against both light-induced and genetic photoreceptor degeneration
**Source:** eLife. 2020 Apr 3;9:e51698. doi: 10.7554/eLife.51698
**Supplement:** Supplementary file 1.

**Supplemental File 1**

How the deposited data were processed for this re-analysis (not part of the article)

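RNA-seq was done on 10 neural retina samples of 2-month-old BALB/c mice, 5 kept under normal light (NL) and 5 exposed to 15000 lux for 1 day (LD). The grouping and the replicate numbers come from the sample labels. The paper states that RNA was extracted with TRIzol, that libraries were made for paired reads of 150 bases on a HiSeq 4000, and that a company ran the experiments and normalized the data. Its text names no aligner, counting program, annotation, genome build or test of differential expression, and its statistics section gives analysis of variance and Student's test for the paper as a whole.

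The authors deposited 1 table of FPKM values for the 10 retinas and 54532 genes, with identifiers, positions, biotypes and lengths. The positions are on GRCm38: 54495 of the identifiers are in GENCODE release M21, and 53585 of these have the same position there. FPKM times gene length was a whole multiple of the worth of 1 read for 100% of the values, so that the reads of each gene were recovered. The library size that the authors divided by was the sum of these reads times a factor per retina, and the product of the 10 factors was 1.06. The median-ratio factors of the deposited values were all 1.01, so the values already carry such a scaling, and repeating it changes them by the same factor in all retinas, which matters only against the pseudocount. Depth was 18965090 to 26832535 reads per retina. A gene at or under 3 reads in every retina of a group was treated as being at the floor, and its fold change is given as a lower bound against that level. Floors cover counting error only.

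From the deposited FPKM, log2(FPKM + 0.1) was computed for the 24508 genes with at least 0.1 FPKM in at least 5 retinas. LD was compared with NL in limma 3.58.1 under R 4.3.3, with an intensity trend, no block and Benjamini-Hochberg adjustment over the genes tested. Genes with an adjusted p under 0.01 and a fold change above 2 were called changed, as in the paper's text. Single genes were also compared by two-sided exact permutation tests over the retinas, with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 under Python 3.11.15, and plots were drawn with matplotlib 3.10.9. The model was tested on simulated data for 24476 genes with 200 changed genes. Of the 200, 184 (92%) were called with the right sign, and 2 unchanged genes were called. The median error of the log2 fold change was 0.0768. The simulated changes were all well above 2-fold, in genes with a mean of at least 1 FPKM under NL. The simulated retinas were independent. The 92% therefore does not cover changes near 2-fold or genes with lower FPKM, and neither count covers retinas that are alike in pairs.

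The genes named are those the paper names for the RNA-seq data in its text and figures, genes of marker lists, and the 5 protein-coding genes with the largest increase and the 5 with the largest decrease among changed genes with a mean of at least 1 FPKM in a group and no overlap between the groups. This rule, the model and 16 alternatives were set before the data were examined. The alternatives changed the pseudocount (1 or 0.01), the filter, the scaling, the trend, the test, the threshold, the use of replicate numbers as a block, and the retinas included, with each of the 10 retinas left out in turn. Another 3 alternatives were added after the values were seen: FPKM without the factor per retina, the presence of *Xist* as a covariate, and averaging of the 3 closest pairs of retinas. The pairing of retinas by replicate number comes from the 4 numbers that both groups share in the labels.

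KEGG and gene ontology sets were not used here, so Figure 1C and Figure 6A were not recomputed. The RT-PCR, western blot and histology of the paper were not analysed here. Of the gene labels of Figures 1B and 1D, 6 were matched to no gene of the table. Some genes are not reported here.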

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

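All tests in this part were chosen before the results were seen, except the test of *Edn2* against markers of the retinal pigment epithelium and the shift expected from the most abundant genes.

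Among 72 groups of 5 values, 6 had a retina far from the others, where chance gives 3.6. NL-8 was that retina in 3 groups, NL-1 in 2 and LD-8 in 1. NL-8 had 26832535 recovered reads (26.8 M reads), and the other NL retinas had 21.3 to 22.3 M reads. *Ccl3* was at 0 FPKM in NL-8 and at 0.122 to 0.129 FPKM in the others, a difference of at most 2 reads. *Epha2* was at 0.498 FPKM in NL-8 against 0.717 to 0.806 FPKM. A difference in depth between the groups was weighed as a source of the changed genes: the mean difference of LD minus NL was -1.61 M reads, with overlapping ranges, and leaving out NL-8 gave 1474 changed genes in place of 1595. No biological explanation was tested for NL-8.

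In NL-1, *Gfap* was at 23.1 FPKM against 7.24 to 10.5 FPKM in the other NL retinas, and *Axl* at 2.95 FPKM against 2.08 to 2.27 FPKM. Tissue carried over from the retinal pigment epithelium could raise single retinas. The within-group correlation of *Edn2*, which was high in the same retina, with the mean of 10 epithelial markers was r = 0.414 over the 10 retinas (rho = 0.479, permutation p = 0.342, the same after adjustment over 2 correlations), which leaves the source of the values in NL-1 open. Without NL-1 the log2 fold change of *Gfap* was 3.49.

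*Ifit1* was at 20.6 FPKM in LD-8 against 28.6 to 31.4 FPKM in the other LD retinas, all above the NL retinas. Under the rule for named genes it is also the protein-coding gene with the largest increase, and one the paper does not discuss, with a log2 fold change of 6.04 (standard error 0.15, adjusted p = 5.59e-09 in limma). *Ifi202b* (5.74), *Rtp4* (5.62) and *Nlrc5* (5.49) follow among the genes it does not discuss, each with all 5 LD retinas above all 5 NL retinas. *Nlrc5* overlaps the antisense gene *9330175E14Rik*, which rose by 5.47, so that reads may belong to either gene. Gene length and GC content were weighed as technical sources of changes in general: across genes, which are not independent replicates, the log2 fold change had a Spearman rho of 0.0542 with length and 0.163 with GC content. No biological explanation was tested for these genes.

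Under the same rule, genes that the paper does not discuss were also among the largest decreases. *Gm11032* fell by 3.98 on the log2 scale (a log2 fold change of -3.98), but this gene has a length of 102 bases, 0 to 26 reads per retina, and overlaps the antisense gene *Gm11961* (-2.93), so it is uncertain. *Glb1l3* had a log2 fold change of -3.25 and *Rabgef1* one of -2.77. *Rabgef1* holds the pseudogenes *Gm15920* (0.11) and *Gm15921* (-2.28), with which it can share reads. A smaller share of reads in the most abundant genes was weighed as a technical source: the 20 most abundant genes took 8.84% of the reads in NL and 5.07% in LD, a difference of -3.77 percentage points, without overlap between the groups. This shift raises the share of all other genes by 0.0585 on the log2 scale, less than the 1 that a change of 2-fold takes, and with quantile normalization 1541 of the 1595 genes were still called.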

How the results depend on the processing

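The tests of closely similar retinas and the 3 added alternatives were chosen after the values were seen.

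Grouped by setting, with a pseudocount of 1 there were 816 changed genes (504 higher, 312 lower), 5 genes of Figure 6B and a log2 fold change of *Kitl* of 0.96 (adjusted p = 0.00215; range over its alternatives 7.51e-04 to 0.0293). With at least 1 FPKM in 5 retinas, 664 genes were higher and 5 of Figure 6B changed. With protein-coding genes only, 299 genes were lower. With limma treat, 364 genes changed (299 higher, 65 lower), 15 of Figure 1B, 1 of Figure 1D and 3 of Figure 6B. With an adjusted p under 0.05 and no fold change minimum, 6818 genes changed (3543 higher, 3275 lower), 48 of Figure 1D and 14 of Figure 6B; under 0.01, 4178 (2280 higher, 1898 lower) and 36 of Figure 1D. With the 8 retinas of shared replicate numbers, unpaired, 369 genes were lower and *Kitl* was 1.08 (adjusted p = 0.0142). With close pairs averaged, 366 genes were lower, *Edn2* was 2.86 (adjusted p = 0.0140; range 2.17e-04 to 0.0140) and *Kitl* 1.18 (0.0101). With limma-voom, *Ccl12* was 5.83 (adjusted p = 0.0112; range 1.68e-05 to 0.0112). The cause of these moves was not tested.

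Without the factor per retina, which moves the median of all genes to 0.11, *Kit* went from -0.12 to 0.0044 and *Mitf* from -0.11 to 0.016.

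With the replicate number as a block over the 4 shared numbers, 808 genes changed (550 higher, 258 lower), 4 of Figure 1D, 5 of Figure 6B, and *Kitl* was 1.08 (adjusted p = 0.0293). Retinas with the same number did not deviate together (mean r 0.0054 over 4 pairs, -0.0893 to 0.0656), so the numbers do not appear to pair the retinas.

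Leaving out 1 retina gave 1379 to 1603 changed genes, 910 to 993 higher, 469 to 610 lower, 24 to 25 of Figure 1B, 8 to 10 of Figure 1D, 8 of Figure 6B in all 10 fits and 6 of the RT-PCR panel. Over 96 other named genes and 2391 values, 37 values lost their call (15 genes), 3 gained one (2 genes), 2 reversed and 77 genes had no change.

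In 1 of 100 splits of the 10 retinas, the real one, as many genes changed (at most 5 in the others). Of the 16 splits that part all 4 same-numbered pairs, 1 did so (at most 4 in the others), a number of splits that cannot give a share under 0.05. With close pairs averaged, 1 of 35 splits did (1076 genes; at most 7 in the others). Median-ratio scaling, which the values already carry, gave 1593 changed genes (1012 higher, 581 lower); as its factor was the same in all retinas, it says little about stability. Depth limits *Tnf* and *Ccl3*, which rest on few reads in the NL retinas.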

Differences from the paper's values

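No test of this part was chosen after the results were seen, apart from the settings named as such. Figure 1A was read by eye: the paper shows about 3800 genes higher and about 3400 genes lower in Figure 1A, while 1013 and 582 genes were found here. Of the alternatives set before the data were examined, only an adjusted p under 0.05 without a fold change minimum gave numbers within 1.5 times the paper's, 3543 higher and 3275 lower.

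The paper names 17 genes as changed in Figure 6B, and 8 were called here. With an adjusted p under 0.05 and no fold change minimum 14 were called, and with one under 0.01 and no fold change minimum 12 were, the added genes being *Map3k5*, *Gpx1*, *Prkcd* and *Trp53* in both and *Egfr* and *Xbp1* in the first; the other alternatives set before the data were examined gave 3 to 8.

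For *Kitl* the paper's RT-PCR value is 6.7 ± 1.2 (SD, n = 3), an assay on other samples, while the fold change here was 2.27. The alternatives gave 1.95 to 2.49, and none closed the gap. In the panel of Figure 1-figure supplement 1D, read by eye, the paper shows about 4.8 for *Kitl*, which none reached. For *Lif* it shows about 6.8 (Figure 1-figure supplement 1D), against 22.6 here. A pseudocount of 1 gave 7.63, and the other alternatives gave 20.3 to 29.8. *Lif* was at 0.162 to 0.561 FPKM in the NL retinas, so adding 1 shrinks its fold change. The value of 7.63 therefore does not reconcile the 2 assays. For *Nfkb1* it shows about 4.2 (Figure 1-figure supplement 1D), against 1.34 here and 1.25 to 1.45 over the alternatives.

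The paper lists *Rdh5*, *Bdnf*, *Hgf*, *Rdh11* and *Trp53* among changed genes in Figure 1B, and here they did not pass both thresholds. Without a fold change minimum, *Rdh11* and *Trp53* were called at an adjusted p under 0.01, and *Bdnf* at one under 0.05. Of the MAPK genes of Figure 1D, 42 of the 51 tested did not pass both thresholds; *Fgfr1* did with TPM (1.00) and, chosen after seeing the values, without the factor per retina, and *Hspa1b* did without LD-8 (-1.03). Without a fold change minimum, 36 of the 51 had an adjusted p under 0.01 and 48 had one under 0.05. Among the lower genes, *Fgf12*, *Taok2*, *Atf2*, *Nf1*, *Map3k12*, *Nfatc3*, *Mapk8* and *Araf* passed neither threshold without the factor per retina.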

Other observations

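The tests of the close pairs of retinas, of the response by *Xist*, of *Edn2* and of the epithelial markers between the groups were chosen after the results were seen, and the others before.

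The reads of NL-5 and NL-7 (chi-square per gene 2.87), LD-1 and LD-7 (3.65), and LD-4 and LD-6 (2.65) were closer to each other than any of the other 17 pairs within a group (12.2 to 43.4). Sampling noise alone would give about 1, and the lowest value was 2.65. A similar degree of damage in the retinas of a pair could bring them closer. Over 8362 genes with an adjusted p of at least 0.5, the lowest of the other LD pairs (13.1) was 4.42 times the highest of the close LD pairs (2.96). Spread between LD retinas itself raises p, so these genes can still vary with the degree of damage. This comparison therefore cannot exclude a similar degree of damage. Retinas or libraries of 1 mouse are a candidate explanation, although the paper describes 5 biological replicates per group. All 3 pairs were alike in *Xist*, but with 2 retinas with *Xist* per group 8% of arrangements of such pairs are alike, a share fixed in advance that is never under 0.05, so *Xist* cannot decide for it. If it holds, there are 4 NL and 3 LD samples, and the smallest exact p is 0.0286. With the pairs averaged, 1076 genes changed, 1062 of them among the 1595, and *Lif* had a log2 fold change of 4.39, *Hmox1* of 2.96 and *Kitl* of 1.18.

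*Xist* was at 159 to 194 FPKM in NL-4, NL-8, LD-4 and LD-6 and at most 0.118 FPKM in the others, where *Ddx3y* was at 14.6 to 17.8 FPKM. With 2 retinas with *Xist* per group, both groups had the same number (Fisher's exact test, p = 1). The rod marker mean (log2) was 8.79 to 8.98 in the NL retinas, 6.26 in LD-4 and 6.36 in LD-6, and 7.03 to 7.24 in the other LD retinas. A response that differs between retinas with and without *Xist* may explain this: 249 genes passed in the interaction term, but 5 of 100 arrangements of 2 retinas per group gave as many, up to 1227. As LD-4 and LD-6 are also a close pair, the explanations cannot be told apart.

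More genes were higher than lower (63.5%). The authors' scaling could have set this share, but it moved by at most 8.58 percentage points under other scalings, to 72.1% higher without the factors. The threshold moved the share more. It was 52.0% with an adjusted p under 0.05 and no fold change minimum, and 82.1% with limma treat. With protein-coding genes only it was 75.2%.

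All 21 rod genes fell, with a median log2 fold change of -2.12 (-2.01 with TPM, -1.82 with quantile normalization, -1.98 without the factors). In the paper's source data, the outer nuclear layer was 42.5 ± 0.335 µm (SD, n = 4 eyes) before and 42.1 ± 0.840 µm (SD, n = 4) after 1 day of LD, with an exact permutation p of 0.4 computed here. The SD between the rod genes was 0.413, and 25.8% of 10000 random lists matched on expression spread less. One common fall on top of the usual spread between genes could give this as well, so the pattern cannot be told apart from one common fall.

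*Rdh5* was higher after LD by 0.60 (adjusted p = 0.0697 in limma). Within the groups its correlation with the mean of 10 epithelial markers was r = 0.806 (rho = 0.855, permutation p = 0.000833, 0.00167 adjusted over 2 correlations), and 0.795 without the 2 farthest retinas. This bears on the spread between retinas and not on the difference between the groups. The marker mean was not higher after LD (LD minus NL -0.23, exact permutation p = 0.5). Of the 10 markers, 5 were higher and 5 lower, from -1.12 to 0.45 with a median of 0.06. Their mean therefore cannot decide whether the LD retinas carried more epithelium. *Rdh5* also overlaps *Bloc1s1* on the same strand.

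*Hmox1* may have risen with other NRF2 targets. The median log2 fold change of 13 other targets was 0.38, above that of 99.96% of 10000 matched random lists. *Nfe2l2* itself changed by 0.26 (adjusted p = 0.0700 in limma), and by 0.39 (adjusted p = 0.00853) without the factor per retina. More microglia or macrophages could explain the 9 of 12 marker genes higher after LD. Of 3 genes of resting microglia, 1 was higher with an adjusted p under 0.01, but such genes can fall on activation, so more cells cannot be told apart from a changed state of the cells. Among monocyte genes, *Ly6c2* had no read in the NL retinas and 4 to 17 reads in the LD retinas, *Ccr2* had 0 to 1 and 2 to 21, and *Plac8* had 0 to 1 and 5 to 12. A shift of the clock phase would move its arms in opposite directions. *Arntl*, *Npas2* and *Clock* had a median of -0.18 and the other arm one of -0.16, so the medians did not go in opposite directions. Of 14 clock genes, however, 3 were higher and 11 lower, and their median went from -0.18 to -0.05 without the factors. Medians this small over mixed genes cannot decide on a phase shift.

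*Kit* did not change detectably, with a log2 fold change of -0.12 (standard error 0.15, exact permutation p = 0.437). Of the 8 genes of the RT-PCR panel, all were higher in the RNA-seq data and 6 passed both thresholds, among them *Relb* (2.38), *Epha2* (2.32), *Fos* (2.14) and *Myd88* (1.96). *Nfkb1* rose by 0.42, under 2-fold.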
